# Systematic identification of 3′-UTR regulatory elements in activity-dependent mRNA stability in hippocampal neurons

**DOI:** 10.1098/rstb.2013.0509

**Published:** 2014-09-26

**Authors:** Jonathan E. Cohen, Philip R. Lee, R. Douglas Fields

**Keywords:** 3′-UTR, activity-dependent plasticity, miRNA, mRNA stability

## Abstract

Ongoing neuronal activity during development and plasticity acts to refine synaptic connections and contributes to the induction of plasticity and ultimately long-term memory storage. Activity-dependent, post-transcriptional control of mRNAs occurs through transport to axonal and dendritic compartments, local translation and mRNA stability. We have identified a mechanism that contributes to activity-dependent regulation of mRNA stability during synaptic plasticity in rat hippocampal neurons. In this study, we demonstrate rapid, post-transcriptional control over process-enriched mRNAs by neuronal activity. Systematic analysis of the 3′-UTRs of destabilized transcripts, identifies enrichment in sequence motifs corresponding to microRNA (miRNA)-binding sites. The miRNAs that were identified, miR-326-3p/miR-330-5p, miR-485-5p, miR-666-3p and miR-761 are predicted to regulate networks of genes important in plasticity and development. We find that these miRNAs are developmentally regulated in the hippocampus, many increasing by postnatal day 14. We further find that miR-485-5p controls NGF-induced neurite outgrowth in PC12 cells, tau expression and axonal development in hippocampal neurons. miRNAs can function at the synapse to rapidly control and affect short- and long-term changes at the synapse. These processes likely occur during refinement of synaptic connections and contribute to the induction of plasticity and learning and memory.

## 1. Introduction

Long-term modifications to synaptic connections through neural activity-dependent plasticity require gene transcription and translation [1]. The contribution of post-transcriptional gene regulation to activity-dependent neural development and synaptic plasticity is not well understood. Rapid, post-transcriptional changes that may occur at the synapse following synaptic activity act through mRNA transport from the nucleus to axonal and dendritic compartments [2,3], local translation of axonal- and dendritically targeted mRNAs [4], and control of transcript stability [5].

We hypothesized that neural activity may specifically regulate post-transcriptional gene expression through rapid regulation of mRNA stability at synaptic sites in part due to the very polarized structure of neurons into axonal, somatic and dendritic compartments (which are further compartmentalized into more than 10 000 post-synaptic terminals per cell). Axonal and dendritic transcripts have been identified that are transported to pre- and post-synaptic terminals where they are regulated by local translation [6–8] and contribute to synaptic plasticity [9,10]. However, few studies have identified transcripts that are regulated through mRNA stability mechanisms [11–13] and this is complicated by the spatial distribution of transcripts in the cytoplasmic compartments. Moreover, mRNA stability at the synapse can be regulated through complex interactions between many hundreds of RNA-binding proteins (RNA-BPs) [14,15], recognition motifs within the 3′-UTR of synaptic transcripts, very few of which have been identified or characterized [16–18]. There are potentially thousands of non-coding regulatory RNAs [19,20]. These factors have made it challenging to identify specific mechanisms that may control mRNA stability in an activity-dependent and synapse-specific manner. Furthermore, many high-throughput approaches involving transcriptome analysis either through microarray, RNAseq, or RNA–protein interactions, may not identify specific mechanisms that function in this manner [21,22].

To overcome some of these limitations, we devised a strategy to measure indirectly activity-dependent changes in transcript stability in hippocampal neurons. mRNA expression was measured by microarray analysis in hippocampal neurons under conditions in which transcription was blocked with the RNA polymerase II transcriptional inhibitor actinomycin D, whereas synaptic activity was increased for 5 min with bicuculline (BiC) and 4-AP treatment [23,24] (figure 1). In this paradigm, increased transcript abundance would correspond to mRNA stabilization and decreased transcript abundance would correspond to mRNA destabilization.

**Figure 1.**
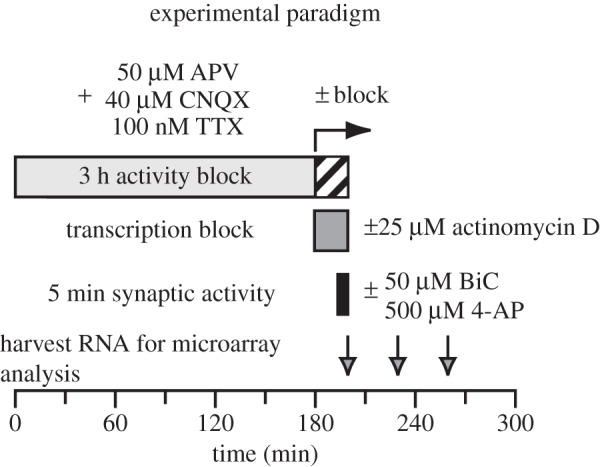
Activity-dependent, post-transcriptional gene regulation experiment. Cultured hippocampal neurons were pre-incubated with an inhibitory drug cocktail (50 µM 2-amino-5-phosphonovalerate (APV), 40 µm 6-cyano-7-nitroquinoxaline-2,3-dione (CNQX) and 100 nM tetrodotoxin (TTX)) to block spontaneous activity for 3 h. Repetitive action potential firing was then induced by washing out the blockers (three changes of media) and adding 50 µM bicuculline (BiC) and 500 µM 4-aminopyridine (4-AP)) [23]. Transcription was blocked in one set of the cultures with 25 µm actinomycin D. In parallel, control cultures were treated with DMSO and maintained in the inhibitory cocktail. After 5 min, RNA was either harvested (5 min) or media was replaced with fresh media lacking BiC/4-AP.

Post-transcriptional regulatory mechanisms that contribute to synaptic plasticity by altering stability of specific mRNA transcripts may be identified through a bioinformatics analysis of the 3′-UTRs of transcripts. Many of the motifs that were identified in these experiments were found to resemble mRNA transport sequences, RNA stability elements and microRNA (miRNA)-binding sites. Several of the corresponding miRNAs, including miR-326/miR-330, miR-485, miR-666 and miR-761 were found to be developmentally regulated in the hippocampus. Furthermore, one of these miRNAs, miR-485, predicted to affect central nervous system (CNS) morphogenesis and neurite outgrowth, controls nerve growth factor (NGF)-induced neurite outgrowth in PC12 cells. These motifs and corresponding binding factors may be an important regulatory mechanism for synaptic plasticity and neural development.

## 2. Material and methods

### (a) Animals

Timed-pregnant albino Sprague–Dawley rats were used throughout this study for hippocampal cell cultures. Timed-pregnant NIH Swiss mice were used for dorsal root ganglia cultures. Neonatal rats were euthanized by intraperitoneal injection of sodium pentobarbital, decapitated and the hippocampus was rapidly dissected in Pucks' D1 buffer and processed for total RNA.

### (b) Drug treatments and reagents

All drug treatments were made by replacing culture medium with fresh, pre-warmed and gassed sterile-filtered culture medium. Drugs were used at the final concentration (micromolar): bicuculline methiodide (BiC), 50; tetrodotoxin (TTX) Na^+^-citrate, 100 (Sigma, St. Louis, MO, USA); d-2-amino-5-phosphonovalerate (D-APV), 50; 6-cyano-7-nitroquinoxaline-2,3-dione (CNQX), 40; 4-aminopyridine (4-AP), 500 (Tocris Biosciences, Ellisville, MO, USA); actinomycin D, 25 (Life Technologies, Carlsbad, CA, USA); nerve growth factor (NGF), 50 ng ml^−1^.

### (c) Cell culture

Primary hippocampal neuron cultures were prepared from timed-pregnant Sprague–Dawley rats (E18.5). Hippocampi were dissected out in ice-cold Pucks' D1 buffer, and dissociated by trituration following incubation in 0.25% trypsin for 15 min at 37°C. Hippocampal cells were plated at either high density (2.6 × 10^4^ cells cm^−2^) atop a glial feeder layer for microarray and mRNA analysis or medium density (1.3 × 10^4^ cells cm^−2^) for immunocytochemistry. Cultures were plated on poly-l-lysine-coated (Sigma) coverslips in Neurobasal medium (Life Technologies) containing 2% B27, 25 µM glutamate, 2 mM GlutaMax, 100 U ml^−1^ penicillin, 100 μg ml^−1^ streptomycin and 10% FBS in a humidified atmosphere at 37°C and 5% CO_2_. The medium was replaced 2 h later with medium lacking glutamate and FBS; half-changes were made every 3–4 days. Hippocampal cultures were used for experiments at 12 days *in vitro* (DIV) at which time cultures had undergone extensive axonal and dendritic growth and formed many synaptic connections.

Dorsal root ganglion (DRG) neurons were dissociated from 13.5 days mouse embryos and plated at a density of 0.5 × 10^6^ cells ml^−1^ into each side compartment (250 μl per compartment) of Campenot chambers [25] in Eagle minimum essential medium with Earle's salts and supplements, containing 5% horse serum (HS) and 100 ng ml^−1^ NGF as described previously [26]. Non-neuronal cells division was inhibited by the addition of 13 μg ml^−1^ fluoro-2-deoxyuridine and uridine 1 day following plating for 4–5 days. Cultures were subsequently used for experiments 3–4 weeks after plating, at which time they display a mature axonal outgrowth.

Neuroscreen-1 cells (Thermo Scientific, Waltham, MA, USA) were maintained in RPMI medium containing 10% HS, 5% FBS, 2 mM GlutaMax, 100 U ml^−1^ penicillin, 100 μg ml^−1^ streptomycin in a humidified atmosphere at 37°C and 5% CO_2_. Following trypsinization, cells were re-plated at 1.22 × 10^4^ cells cm^−2^ on poly-l-lysine/collagen-coated coverslips (Advanced Biomatrix, San Diego, CA, USA) and grown for 24 h prior to transfection and induction of neurite outgrowth with 50 ng ml^−1^ NGF.

### (d) Activity protocol

In order to reduce basal transcriptional activity regulated by spontaneous activity, all hippocampal cultures were pre-incubated in Neurobasal (without B27, containing GlutaMax) in an inhibitor cocktail containing 50 µM D-APV, 40 µM CNQX and 100 nM TTX for 3 h. Cells were rinsed twice for 5 min with medium containing either 25 µM actinomycin D or DMSO control (0.1%) and pre-incubated for 15 min total in inhibitor cocktail. Cells were then treated with 50 µM BiC/500 µM 4-AP for 5 min or inhibitors, and mRNA was harvested either immediately following 5 m stimulation or at 30 min and 60 min post-stimulus. A short, 5 min stimulus was used in order to investigate rapid post-transcriptional changes in gene expression. For experiments with DRG neurons, media was exchanged for serum- and NGF-free medium overnight prior to electrical stimulation for 2 h as previously described [27].

### (e) Lipofectamine-mediated transfection and imaging

Hippocampal cultures at 7 DIV were co-transfected with 2 μg DsRed-C1 (Clontech, Mountainview, CA, USA) and either 25 pmol of miR-485-5p mimic, miR-485-5p inhibitor, miR negative controls, or distilled H_2_O (Ambion, Austin, TX, USA) and Lipofectamine 2000 (Life Technologies), as previously described [24]. miRNA mimics used were small, chemically modified, double-stranded molecules designed to act as endogenous miRNAs. The anti-miR inhibitors are chemically modified, single-stranded molecules designed to bind to and inhibit endogenous miRNA molecules similar to antisense. miRNA negative controls were designed to not either resemble known miRNAs (negative control for miR-mimic) or bind to and inhibit miRNAs (negative controls for miR inhibitor). For experiments on Neuroscreen-1 cells, 24 h following plating, cells were co-transfected with 25 pmol of miRNAs (as for hippocampal neurons) and 2 μg DsRed. Neurite outgrowth was induced by treatment with 50 ng ml^−1^ NGF 3 h following transfection. Neurite outgrowth index (NOI), calculated as the percentage of cells with neurites longer than twice the cell width was measured 96 h post-transfection. For analysis of miRNA effects on axons, 12 DIV cultures were fixed in 4% paraformaldehyde in PBS containing 4% sucrose and 10 mM EGTA for 30 min. Coverslips were then rinsed three times in PBS containing 4% sucrose, permeabilized in 0.1% Triton X-100 for 5 min, and free aldehydes were quenched with 50 mM NH_4_Cl and 50 mM glycine. Coverslips were blocked in 3% normal goat serum (Jackson ImmunoResearch) for 1 h and primary antibody incubations (anti-tau-1 clone PC1C6 at 1 : 1000 (EMD Millipore, Billerica, MA, USA), chicken anti-MAP2 at 1 : 2500 (EMD Millipore), mouse SMI-312 at 1 : 1000 (Covance, Princeton, NJ, USA) were performed overnight at 4°C. Highly cross-absorbed Alexa-conjugated secondary antibodies (Life Technologies) were incubated at 2 µg ml^−1^ for 2 h at room temperature. Coverslips were counterstained with Hoechst 33342 at a 1 : 5000 dilution for 5 min and mounted in Vectashield (Vector Labs, Burlingame, CA, USA). All images were acquired on a Zeiss laser scanning microscope 510 NLO from randomly selected neurons expressing DsRed with a 40 × (1.3 N.A.) oil-immersion lens using appropriate laser lines and excitation/emission filters.

### (f) Semi-quantitative RT-PCR

miRNA expression analysis in rat hippocampus was analysed by miRNA RT-PCR. Total RNA including non-coding RNA was purified using TRIzol (Life Technologies) aided by the addition of 1 µg of glycogen. RNA (2.5 µg) was poly-adenylated and reverse-transcribed using the NCode first strand cDNA synthesis kit (Invitrogen, Carlsbad, CA, USA). Transcript abundance, normalized to the snRNA U6, was analysed by real-time PCR on an ABI 7300 instrument (Applied Biosystems, Foster City, CA, USA).

### (g) Microarray and data analysis

Total RNA was extracted from DRG and hippocampal cell cultures using TRIzol reagent (Life Technologies). Microarray hybridizations were performed on two platforms: custom mammalian genome collection microarrays (GEO Platform GPL1211) and Illumina RatRef-12 Expression BeadChip arrays (Illumina, San Diego, CA, USA). Because changes in gene expression were measured following only 5 min of synaptic activity in the absence of transcription in hippocampal neurons, changes in the expression levels of genes were small and variable between both biological replicates as well as across microarray platforms. We therefore analysed individual microarray datasets. Furthermore, significant changes in expression levels were only considered for analysis where the *z*-fold expression change was more than |1.4| for both + and − actinomycin D datasets (co-regulated). This cut-off was then used to classify transcripts as either downregulated (destabilized) or upregulated (stabilized). For nylon membrane microarrays, 5 µg of total RNA pooled from two separate experiments for each condition was radiolabelled and hybridized to MGC nylon arrays containing approximately 16 800 individual clones as previously described [28], with the exception that RNAs isolated from DRG axon and cell body compartments were amplified using the MessageAmp II aRNA Amplification Kit (Ambion) prior to hybridization. Microarrays were exposed to phosphor imager screens for 12–24 h, scanned on a Molecular Dynamics Storm Phosphorimager (50 µm resolution) (GE Healthcare Bio-Sciences, Pittsburgh, PA, USA) and processed through either ImageQuant (GE Healthcare Bio-Sciences) or ArrayPro software (Media Cybernetics, Rockville, MD, USA). Raw hybridization intensity values were normalized using *z*-score transformation [29]; *z*-fold values ±1.4 were used as an arbitrary significance cut-off.

For Illumina BeadChip arrays, total RNA was further purified by RNeasy columns (Qiagen, Venlo, The Netherlands) and RNA quality was assessed on an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). RNA samples were labelled according to the chip manufacturer's recommended protocols and quantified using an Illumina BeadStation 500GX Genetic Analysis Systems scanner and beadstudio software as previously described [30]. Background filtering of raw microarray data was adjusted by raising the *p*-value of detection from 0.01 to 0.1 in order to measure changes in modestly expressed genes [31]. This background filtering removed 55% of all the genes present on the Illumina microarray (12 479 background genes from among a total of 22 523 RefSeq genes). Overall differences in gene expression between samples were calculated by a global normalization method based on total intensity counts for each array. Normalized intensity values across samples were then *z*-transformed in order to calculate *z*-fold data [29]. The data for both microarray platforms are accessible through GEO series accession no. GSE55781.

Gene clusters were constructed using Cluster 3 software [32] and visualized using Java Treeview [33] by hierarchical clustering and complete linkage analysis. Gene ontology (GO) and pathway analysis was performed using Database for Annotation, Visualization and Integrated Discovery (DAVID) [34,35] (http://david.abcc.ncifcrf.gov/) and Ingenuity Pathway Analysis software (Ingenuity Systems, Redwood City, CA, USA). Four-way Venn diagrams were constructed to show either target gene or GOs enrichment using the program Venny (http://bioinfogp.cnb.csic.es/tools/venny/index.html).

### (h) 3′-UTR motif analysis

3′-UTRs for post-transcriptionally regulated genes were extracted from the UCSC Genome Browser [36,37] and analysed using standalone MEME and multiple alignment and search tool (MAST) software under Ubuntu 64 bit v. 13.10 [38,39]. The frequency of occurrence for any one motif either within a sequence set or within an individual 3′-UTR (anr, min and max sites) was adjusted to the input dataset size as recommended. Program settings were also adjusted in order to identify two classes of strand-specific *cis*-acting motifs: short fixed-width motifs (*n* = 8 nt) or variable-width motifs (7 ≤ *n* ≤ 15). These two motif sets were investigated because short defined motifs may either correspond (i) to miRNA-binding sites or (ii) core domains that form part of larger regulatory elements. Longer, variable-width motifs may also predict similar function to short motifs or map to less conserved types of elements that target RNAs to axonal and dendritic compartments. Only discovered motifs with *E*-values less than 0.1 were considered; motifs comprising long, low-complexity runs of single nucleotides were not included in the analysis. 3′-UTR datasets comprising non-regulated genes for all conditions and time points (|*z*-fold| < 1) were analysed in order to compare control motifs against post-transcriptionally enriched motifs.

Statistically significant motifs were analysed by MAST against a rodent 3′-UTR database consisting of 18 456 3′-UTRs extracted from the current Rat RefSeq database (March 2012, RGSC 5.0/rn5). Motifs with similarity scores of more than 0.6 were manually inspected and removed to improve MAST accuracy.

### (i) Data and statistical analysis

All values are reported as mean ± s.e.m. For miRNA analysis in neonatal animals, total RNA was pooled from at least two animals per replicate and normalized to transcript levels for snRNA U6. For immunocytochemistry, gain and offset settings were optimized for each fluorescent channel within a given experiment. For PC12 neurite outgrowth assays, NOI was calculated by measuring the cell diameter and length of neurites. PC12 cells with neurites longer than twice the cell body diameter were scored positive for neurite outgrowth. NOI was calculated from the mean of six fields of view and data are reported as *n* = 6 independent transfections. Descriptive statistics, including two-tailed Student's *t*-test, one-way ANOVA and post hoc tests (Dunnett's and Kruskal–Wallis) were used to assess statistical significance using Minitab (Minitab Inc., State College, PA, USA) and SigmaPlot v. 10.0 software (SPSS, Chicago, IL, USA).

## 3. Results

Transcripts regulated by synaptic activity (BiC/4-AP treatment) independently of transcription (during actinomycin D block) (figure 1) were profiled by microarray analysis (*z*-fold ≥ [1.4]). Fewer than 5% of the total genes were found to be post-transcriptionally regulated by increased neuronal activity for 5 min in hippocampal neurons. The types of biological processes associated with these mRNA transcripts differed depending on whether transcripts were destabilized or stabilized. Functional annotation clustering and pathway analysis of downregulated transcripts (410 genes) and upregulated transcripts (148 genes) showed enrichment for GOs associated with axon specification, synaptic vesicles and transcription (table 1). Transcripts that were not regulated by synaptic activity were enriched for pathways associated with protein synthesis and organelle function. More importantly, we found that many transcripts can be rapidly regulated by synaptic activity in a transcription-independent manner.

**Table 1:** Destabilized transcripts are enriched in GO terms associated with axonal development and synaptic vesicles.

condition	GO term	no. genes	*p*-value
downregulated (410)	neuron projection	31	9.1 × 10^−11^
	neuron differentiation	22	1.3 × 10^−4^
	synapse	22	1.9 × 10^−4^
	membrane-bound vesicle	23	1.9 × 10^−4^
	ion binding	77	2.1 × 10^−4^
	regulation of transcription	25	3.9 × 10^−4^
upregulated (148)	ribosome	6	2.5 × 10^−4^
	vesicle	12	1.6 × 10^−3^
	long-chain fatty acid transport	3	1.1 × 10^−2^
	nucleolus	6	2.7 × 10^−2^
non-regulated (136)	non-membrane-bounded organelle	28	2.3 × 10^−4^
	ribosome	6	2.6 × 10^−4^
	T-cell activation	5	1.9 × 10^−3^
	enzyme binding	11	2.1 × 10^−3^

GO analysis was performed on *z*-fold normalized microarray data from Illumina microarrays with a threshold of |*z*-fold| > 1.3 for both actinomycin D pre-treated and control cultures treated with BiC/4-AP for 5 min. Non-regulated transcripts were defined as those transcripts for all of the microarray samples where |*z*-fold| < 1. Top functions were identified from the DAVID [34,35] using functional annotation clustering and medium classification stringency. Downregulated or destabilized genes were mapped to functions and pathways important in nervous system development, e.g. neuron projection, synapse.

### (a) Axonal transcripts regulated by activity

In addition to being able to regulate gene expression rapidly, post-transcriptional regulation of mRNA stability can also provide critical subcellular regulation. This is particularly important in neurons which are complex, highly polarized cells, with distinct functions mediated in separate cellular compartments (dendrites, synaptic spines, cell body and axons). The axonal compartment is a difficult subcellular region to investigate in this regard, but the extremely long distance separating axon terminals from the cell nucleus would seem to make local regulation of mRNA levels especially advantageous to alter axon sprouting and outgrowth locally in response to electrical activity.

To test this hypothesis, we examined the findings on mRNA stability from experiments on hippocampal neurons in another preparation. Experiments on DRG neurons were undertaken because of the extremely long slender axons in these neurons (some up to 1 m in length). Secondly, DRG neurons lack dendrites, making them ideal for studies of the axonal and cell body compartments. The axonal compartment can be isolated from the cell body using multi-compartment cell cultures (Campenot chambers) [40] for biochemical and molecular biological analysis [41]. DRG axons can be stimulated through platinum electrodes in the cultures [25] and mRNA transcripts isolated from axons or cell bodies for analysis. Furthermore, electrical stimulation can be delivered in specific patterns and frequencies to investigate the dependence of mRNA transcript abundance (or second messenger activation and protein expression) on the specific pattern of neuronal firing [27,42].

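Dorsal root ganglion (DRG) neurons of embryonic day 13.5 mice were grown in Campenot chambers, in which axons grow under a barrier into a compartment of their own, so that RNA from axons and from cell bodies could be collected apart. RNA was collected in 4 conditions, axons and cell bodies stimulated for 2 h and axons and cell bodies left unstimulated. Each condition is 1 pooled sample on 1 array, so there are no replicates, no p-value is given for any difference, and the number of arrays limits the precision of every value. The methods give 5 µg of total RNA pooled from 2 experiments per condition and 3 to 4 weeks in culture, while the sample records give 3 µg, 3 pooled coverslips and 3 weeks. The RNA was amplified, radiolabelled and hybridized to nylon membranes that carry cDNA clones of the mammalian gene collection, and the membranes were read with a phosphor imager. Of the 9600 spots with a value, 8496 name 1 gene, 21 name several and 1083 are unnamed here, and the named clones cover 6284 genes under human symbols although the RNA is from mouse. The authors deposited raw intensities that were not normalized between arrays. The median intensity was 102.5 for stimulated axons, 89.3 for unstimulated axons, 118.1 for stimulated cell bodies and 159.7 for unstimulated cell bodies. The summed intensity was 7967000, 7045000, 9686000 and 9687000 in the same order. The 384 spots at places 25 and 50 of each 50-spot row hold no named clone and served as a background on the axon arrays, where 88.4% of the named clones in stimulated axons and 94.6% in unstimulated axons lay above its 95th percentile. On both cell body arrays the median and 95th percentile of these spots are 10, the fill-in value, so that they measure no background there. On each array between 77 and 373 spots lie below 10, and others hold exactly 10, as a fill-in value would. Each array was turned into z-scores of the log10 intensity over all its spots. The methods name a z-score transformation of the raw intensities, and the log10 scale and the use of all spots were chosen here. The z ratio used here, after the reference that the methods cite, is the difference of the z-scores of 2 arrays divided by the SD of that difference over all spots, and the methods' threshold of 1.4 in size was kept. The paper's text writes z-fold and does not define it further. The technical spread of a z ratio was taken from 3640 pairs of clones of the same gene, as the SD of their difference over the square root of 2, and was 0.885 in axons and 0.715 in cell bodies. The correlation between such clones was 0.072 in axons and 0.122 in cell bodies, so that the z ratio of a single clone is a weak measure of its gene.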

We hypothesized that many of the transcripts that were found to be regulated in hippocampal neurons by increased synaptic activity during transcriptional blockade would also be regulated in the axonal compartment of DRG neurons because of the long distance of presynaptic terminals from the nucleus. Hierarchical clustering of *z*-fold normalized expression data [29] showed that transcripts enriched in DRG axons by electrical stimulation, clustered with transcripts enriched in hippocampal neurons treated with BiC/4-AP and actinomycin D (figure 2). 

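In axons stimulated for 2 h, the cytosolic ribosomal proteins stood lower than in unstimulated axons. Of 63 such genes measured, 41 had a z ratio below 0, 3 were at −1.4 or lower and none reached 1.4, and their median of −0.33 lay at the 0.03rd percentile of 10000 random gene lists of the same size and brightness. As means over their clones, RPL19 was at −1.485, RPL35 at −1.21, RPLP1 at −1.12 and RPL8 at −0.57, of which only RPL19 passed the threshold. These genes were picked by their lowest clones, at −2.72, −2.15, −1.91 and −1.90, and their means rest largely on those. Of the cytosolic ribosomal proteins printed beside Fig. 2b, RPL3 was at 0.01 over 11 clones, RPL13 at 0.03 over 8 and RPS3 at −0.57 over 1. Among clones brighter than the array mean over the 2 axon arrays, the lowest z ratio was that of PRDX1, a peroxiredoxin that breaks down hydrogen peroxide, at −2.98 with an intensity of 134 in stimulated and 406 in unstimulated axons. Complement component C4A was at −2.96, the calcium channel TRPV6 at −2.78, the regulator of G-protein signalling RGS16 at −2.74, the transcription factor CREB3L1 at −2.74 and a clone of RPL19 at −2.72. The TRPV6 spot comes directly before that RPL19 spot, and its intensities followed those of RPL19 on all 4 arrays. They were 110 and 280 in stimulated axons, 303 and 783 in unstimulated axons, 809 and 2111 in stimulated and 753 and 1960 in unstimulated cell bodies. The value of TRPV6 can therefore not be told apart from spill of signal from RPL19. TMSB4X and TMSB10, thymosins that bind actin monomers, were at −2.79 and −2.65. With 1 value per gene, PRDX1 was at −1.98, and CREB3L1 at −1.355 and TMSB10 at −1.398 no longer passed the threshold. At the other end, LRP3, a member of the LDL receptor family, read 1321 in stimulated axons and 14.89 in unstimulated axons, where 95% of the spots without a named clone lay at or below 21.9. That spot was not above background, so no exact z ratio is given for it. Of the other clones brighter than the array mean, HINFP, a zinc finger transcription factor, was highest at 1.59, although with 1 value per gene over its 4 clones it was at −0.291, and then the transcription elongation factor ELOF1 at 1.42. PIGS, P3H2, PEA15, PRKAB1 and TMED3 lay between 1.30 and 1.38, under the threshold, but all of them passed it with robust z-scores, normexp background correction or clones above the array mean, and P3H2 also with 1 value per gene (1.52), loess or quantile normalization. HINFP and ELOF1 no longer passed with log2 ratios or when centred by membrane position. The 66 nuclear-encoded genes of the respiratory chain and ATP synthase had a median of −0.19 at the 0.91st percentile, with NDUFA10 at −2.11 and NDUFB11 at 1.26, but this was no longer outside the central 95% of random lists with robust z-scores (3.52nd percentile), log2 ratios (4.22nd), clones above the array mean (20.7th) or differences centred by membrane position (10.2nd). The 39 translation initiation and elongation factors had a median of −0.06 at the 20.5th percentile, although 5 of them, among them EIF4G1 at −2.01, were at −1.4 or lower. The 36 genes of the axonal cytoskeleton and growth had a median of −0.10 at the 23.3rd percentile, and the 32 transcripts known from axons one of 0.04 at the 65.0th, with PARK7 at −1.56. The 33 immediate early and activity-induced genes, which include FOSL1 at 0.93 and KLF6 at 0.73, had a median of 0.10 at the 82.5th percentile. Over all spots, 429 were at 1.4 or higher and 546 at −1.4 or lower, and among the 3644 above the array mean 3 were higher and 146 lower. The balance of higher to lower turned to 461 and 254 with log2 ratios, 579 and 388 with robust z-scores and 25 and 12 with the z-score difference left undivided, and was 152 and 299 when only clones above the array mean were used. The clustering with hippocampal neurons was not analysed here.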

Transcripts regulated by 2 h of electrical activity in DRG neurons would not have had time to be transcribed in the nucleus and transported several millimetres (more than 5 mm) into axons (electronic supplementary material, figure S1) [43,44]. These results support the hypothesis that local post-transcriptional regulation underlies rapid changes in hippocampal transcripts by 5 min and in the axonal compartment of neurons (figure 2; compare normalized *z*-fold levels in electrically stimulated DRG axons and BiC/4-AP-treated hippocampal neurons at 5 min).

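The clones that stood lowest in stimulated axons mostly did not do so in the cell bodies. They were picked for their low values on the axon arrays, so values closer to 0 on other arrays could follow from that choice alone. The clone of PRDX1 was at 0.07 in stimulated against unstimulated cell bodies, C4A at 0.59, TRPV6 at 0.43, RGS16 at 0.23, RPL19 at 0.26 and TMSB10 at 0.43, whereas CREB3L1 was at −0.70 and TMSB4X at −1.43, past the threshold in both compartments, although in cell bodies it no longer passed with 1 value per gene (−1.35) or with log2 ratios. LRP3 was at 0.33 and ELOF1 at −0.90 in cell bodies. The cytosolic ribosomal proteins had a median of −0.05 in cell bodies, at the 1.67th percentile of random lists, with 38 of 63 genes below 0 and none past the threshold, and lay within the central range with loess (9.23rd percentile), quantile normalization (14.2nd), robust z-scores (3.38th) or clones above the array mean (48.0th). The respiratory chain had a median of −0.10 at the 6.15th percentile, and the immediate early genes one of 0.20 at the 96.1st, with MAFF at 0.52 and DUSP6 at −0.03. Whether any of these differed between the compartments was not tested, since each compartment gives 1 difference. Over all spots the axon and cell body z ratios had a correlation of 0.049, across clones that are not independent replicates. Past the threshold, 58 spots were higher in both compartments and 47 lower in both, while 75 were higher in axons and lower in cell bodies and 11 lower in axons and higher in cell bodies. Most spots past the threshold were dimmer than the array mean in either compartment, so spots were not equally likely to pass and no number expected by chance is given. From the time that transport over several millimetres would take, the paper reasons that transcripts regulated within 2 h were not newly made in the nucleus, and it proposes that local post-transcriptional regulation underlies the changes in axons.

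**Figure D1:**
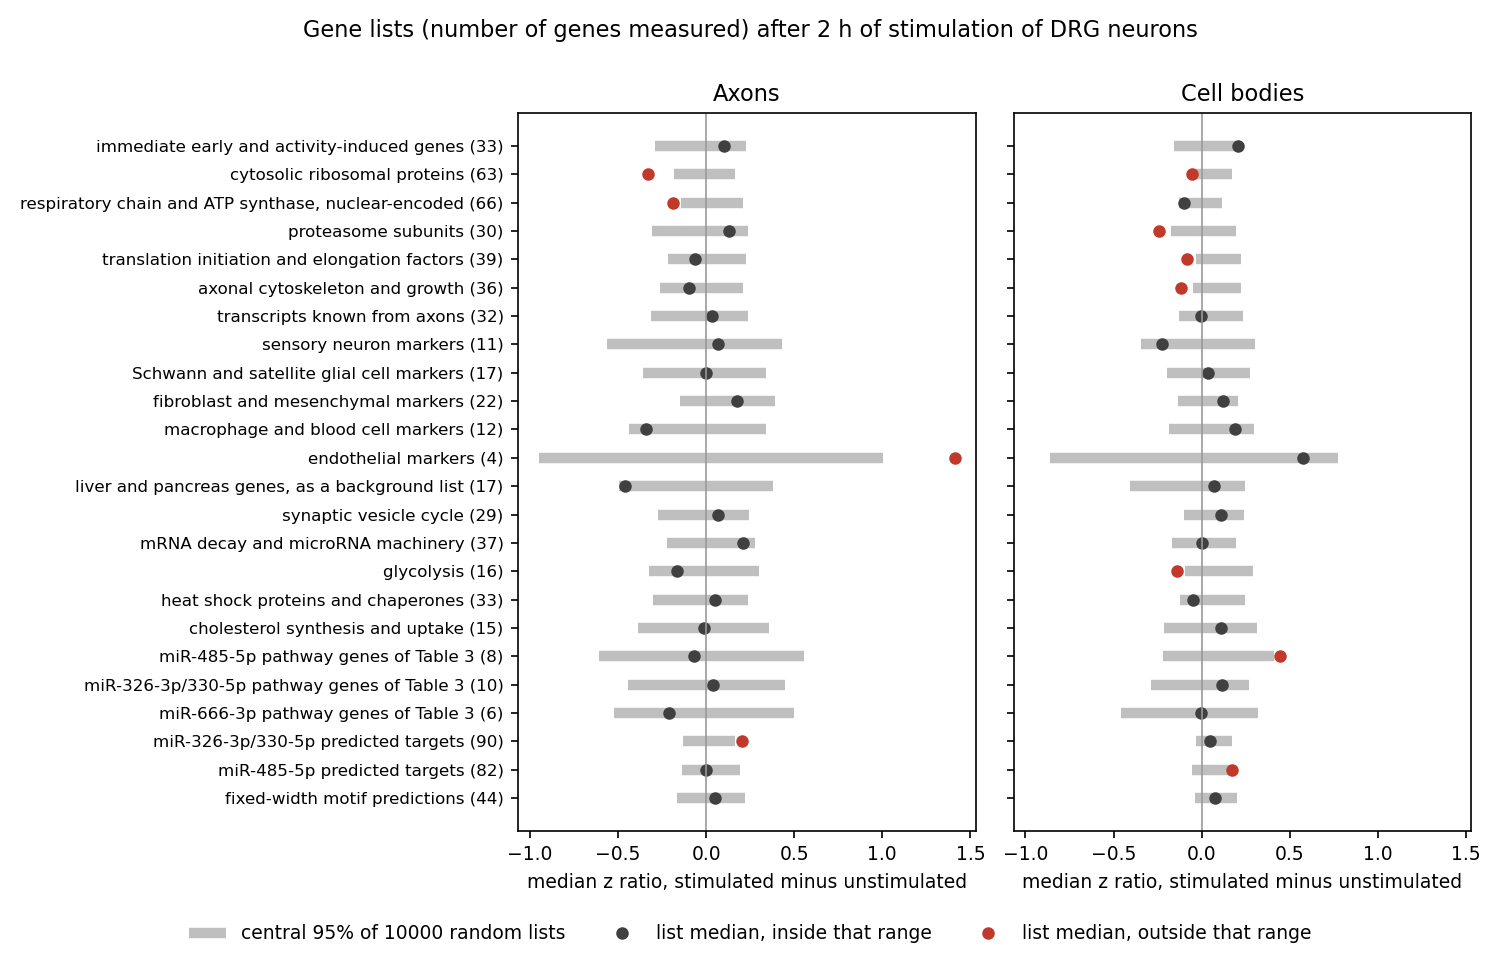
Median z ratio, stimulated minus unstimulated, of 24 gene lists in axons (left) and cell bodies (right) of DRG neurons, with the number of genes measured in brackets; points are list medians and grey bars span the central 95% of 10000 random lists of the same size and brightness. In axons 4 lists lie outside their bar and in cell bodies 7, where chance would place 1.2, but in cell bodies only 2 did so with loess, quantile normalization, clones above the array mean or centring by membrane position and 4 with robust z-scores, and in axons 2 with that centring.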

**Figure 2.**
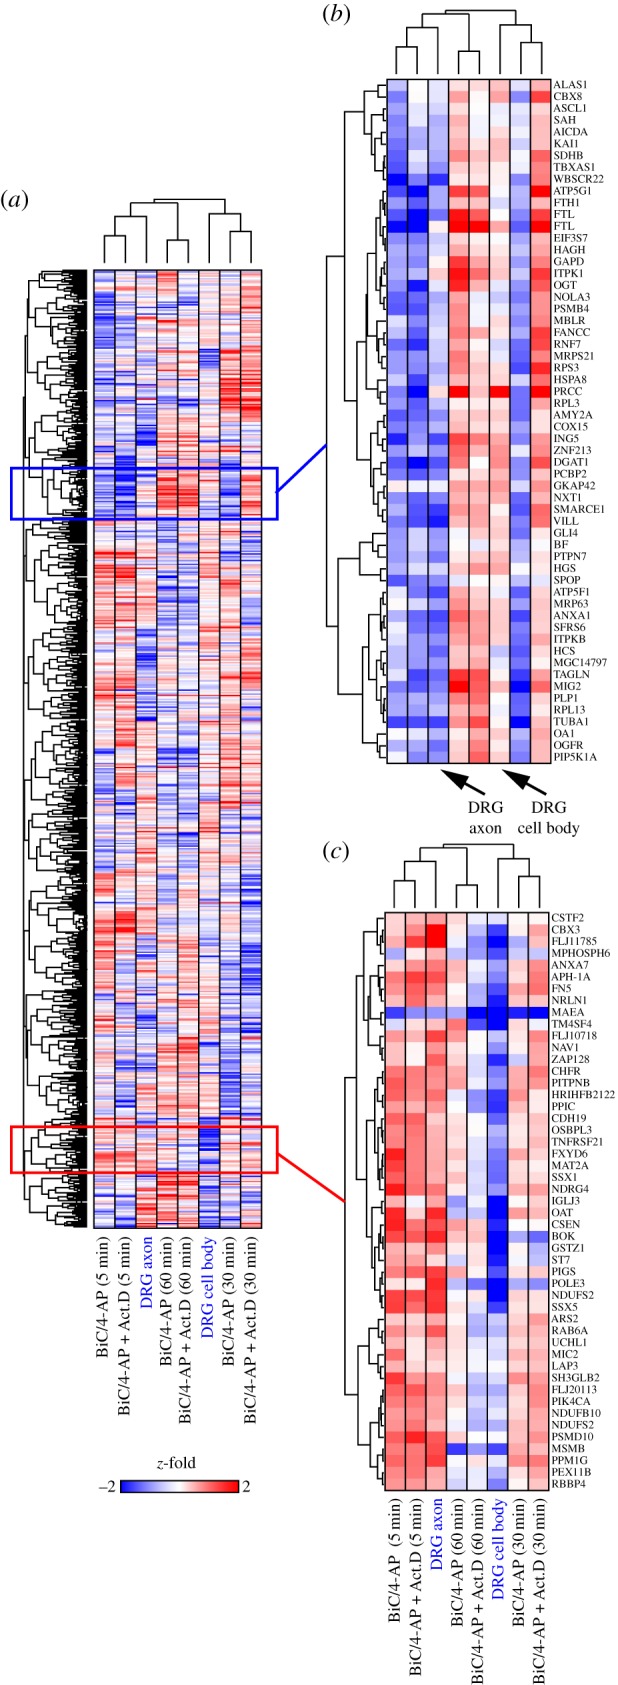
(*Opposite*.) Rapid, post-transcriptional regulation in hippocampal neurons mirrors activity-regulated genes in DRG axons. Hierarchical clustering of microarray expression data shows the regulation of hundreds of genes following neural activity in cultured hippocampal neurons and DRG neurons. These results were compared against gene expression changes in DRG neurons following 2 h of patterned electrical stimulation by *z*-fold normalized expression changes in post-transcriptional gene expression at 5, 30 and 60 min in hippocampal neurons (±actinomycin D) following a short synaptic stimulus (5 min BiC/4-AP). DRG neurons were electrically stimulated in multi-compartment chambers (electronic supplementary material, figure S1) in order to measure changes in gene expression in axons (DRG axons) and cell bodies (DRG cell bodies) separately. Unsupervised hierarchical clustering of microarray data from MGC nylon membranes is shown. In *b* (upregulated) and *c* (downregulated) are example clusters from *a*, further demonstrating co-regulation of transcripts in DRG axons and hippocampal neurons by a post-transcriptional mechanism.

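In DRG cell bodies stimulated for 2 h, the lowest z ratio among clones brighter than the array mean belonged to MORF4L1, a chromatin protein of histone acetyltransferase complexes, at −2.96, with intensities of 247 in stimulated and 1197 in unstimulated cell bodies. The 14-3-3 protein YWHAE was at −2.15, the translation initiation factor EIF4A2 at −1.78, the zinc finger protein ZNF485 at −1.66 and CHRDL1, a bone morphogenetic protein antagonist, at −1.425. MCM8 and TIMM8A, at −1.33 and −1.31, and the highest clones, SGSM3 at 1.12, the adhesion molecule EPCAM at 1.11 and PRELID2 at 0.97, were under the threshold. With normexp or clones above the array mean these all passed it, as did SGSM3 and EPCAM with 1 value per gene, both at 1.49, and MCM8 and TIMM8A with loess or quantile normalization, while CHRDL1 no longer passed with robust z-scores or log2 ratios. The 30 genes listed by prefix as proteasome subunits, 4 of which are not part of the proteasome, had a median of −0.24 at the 0.53rd percentile of random lists, with 23 genes below 0 and 1 at −1.4 or lower, and the list stood apart under every alternative run on lists. The 39 genes listed as translation factors had a median of −0.08 at the 0.56th percentile, with 25 below 0, but lay inside the central range when centred by membrane position (2.88th). The 36 genes of the axonal cytoskeleton and growth had a median of −0.12 at the 0.40th percentile, with TUBB4B at −0.79 and the neurofilament NEFM at 0.69, which loess (3.94th), quantile normalization (7.43rd), centring by position (3.69th) and clones above the array mean (49.95th) did not keep. The 16 glycolytic genes had a median of −0.14 at the 1.06th percentile, with TPI1 at 0.17 and PFKL at 0.28. The 18 genes of the miR-485-5p pathways of Table 3, of which 8 were measured, had a median of 0.445 at the 98.7th percentile, with ITGAL at 0.50, and 82 predicted miR-485-5p targets one of 0.17 at the 98.6th, with MXD4 at 0.68. With log2 ratios these 3 lists lay at the 5.13th, 86.9th and 90.5th percentile, with loess at the 4.86th, 95.8th and 77.65th, with quantile normalization at the 7.16th, 95.1st and 81.1st and with clones above the array mean at the 66.6th, 40.2nd and 18.3rd, so none of them stood apart there. In all, 603 spots passed the threshold in cell bodies, 218 higher and 385 lower, against 975 in axons, and 345 of the 603 and 231 of the 975 had a value at or below 10 on an array compared. Each comparison is divided by its own SD, so these counts do not show which compartment changed more. Left undivided, the z-score difference put 25 spots higher and 12 lower in axons, against 34 and 28 in cell bodies. Among the 4037 spots above the array mean in cell bodies, none was higher and 10 were lower, but 178 were higher and 231 lower when only these spots were used to compute the z ratios. Spots without a named clone, in 2 places of each 50-spot row, made up 158 of the 603 and 155 of the 975, with a median z ratio of 1.12 in cell bodies and 0.79 in axons. The cell body split became 153 higher and 449 lower with log2 ratios, 566 and 297 with robust z-scores, 770 and 776 with normexp background correction, and 34 and 28 with the z-score difference left undivided.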

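Of the 57 gene symbols printed beside Fig. 2b, 47 could be matched to a clone that names 1 gene, 14 of them through an older symbol, and 37 of the 48 beside Fig. 2c, 5 of them through an older symbol. Among the Fig. 2b genes, 38 of 47 had a z ratio below 0 in stimulated against unstimulated axons, 32 had one above 0 in cell bodies, and 27 did both, with medians of −0.52 in axons and 0.20 in cell bodies. They include BUD23 (printed as WBSCR22), an RNA methyltransferase and the only one at −1.4 or lower in axons, at −1.47 in axons and −0.12 in cell bodies. The chromatin reader ING5 was at −1.31 and 0.54, ANXA1, an annexin, at −1.31 and 0.31, and DGAT1, which makes triacylglycerol, at −1.24 and 0.71. Among the Fig. 2c genes, 35 of 37 were above 0 in axons and 36 below 0 in cell bodies, and 34 did both, with medians of 0.64 and −0.785. CBX3, a heterochromatin protein, was at 1.94 in axons and −1.21 in cell bodies, and SSX5 at 1.46 and −1.199, the 2 genes past the threshold in axons. In cell bodies 7 Fig. 2c genes were at −1.4 or lower, among them TM4SF4 at −2.66, MAEA and the apoptosis regulator BOK. The means of MAEA and BOK have no exact size and are not printed, since 1 of the 2 clones of each read 0.69 and 0.70 in stimulated cell bodies, below the fill-in value of 10, and BOK was at 0.286 with normexp background correction and MAEA at 1.43 with clones above the array mean. PSMD10, named for the proteasome, was at 1.203 and −0.03, and the calcium-binding KCNIP3 (printed as CSEN) at 1.255 and −1.36. The counts past the threshold hold for means scaled by the SD over spots. With 1 value per gene, where the SD is over genes, values were larger and closer to those read from the colours of the figure. The median ratio of the figure's value to the computed one was then 0.97 in axons and 0.95 in cell bodies, in place of 1.09 and 1.27. PIGS was then at 1.01 in place of 0.89 in axons, and CHRDL1 (printed as NRLN1) at −1.91 in place of −1.425 in cell bodies. Counts past the threshold on that scale are not given, but cannot be lower than those above, so those above may understate how many genes pass on the figure's scale. Taken over genes with 1 clone alone, 24 of 25 Fig. 2b genes were below 0 in axons and 25 of 25 Fig. 2c genes above 0. The 1 exception was TUBA1A at 0.55, matched to the printed TUBA1, which may be another tubulin gene. The Fig. 2b and Fig. 2c genes come from example clusters that the authors made from hippocampal and DRG arrays, these included. The tallies are therefore not independent evidence of a direction.

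**Figure D2:**
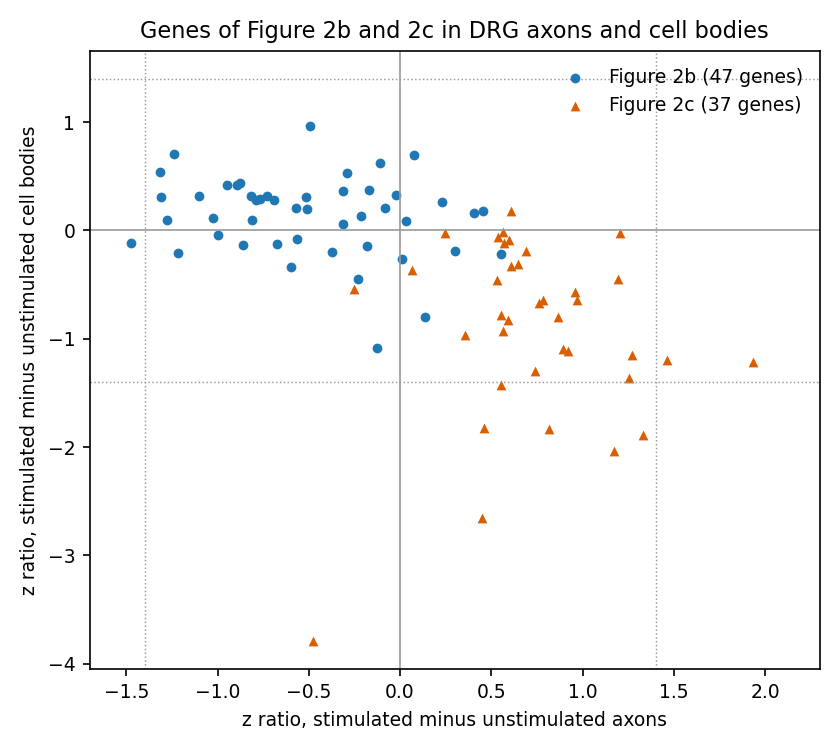
Z ratio of the matched genes of Fig. 2b (circles, 47 genes) and Fig. 2c (triangles, 37 genes) in DRG axons (horizontal axis) and cell bodies (vertical axis), stimulated minus unstimulated, each point the mean over the clones of 1 gene, which in cell bodies includes a clone at or below the fill-in value for 2 genes of Fig. 2b (GAPDH and PRCC) and 3 of Fig. 2c (BOK, MAEA and POLE3); dotted lines mark the threshold of 1.4 in size. Fig. 2b genes lie mostly at the upper left and Fig. 2c genes mostly at the lower right, where 34 of 37 fall.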

This post-transcriptional regulation could affect axonal development, morphology, sprouting or other changes in presynaptic terminals. This question will be considered experimentally below, but first the question of how stability of specific mRNAs is regulated by neural firing will be addressed.

### (b) Analysis of 3′-UTRs of stabilized and destabilized transcripts

We next addressed how the stability of these mRNA transcripts was regulated by electrical activity. Our hypothesis was that specific RNA-binding sites would be found in the populations of mRNA transcripts that were selectively stabilized or destabilized by electrical activity. The 3′-UTRs of post-transcriptionally regulated genes were analysed using the MEME software suite [38] to identify two classes of *cis*-acting motifs: (i) short defined motifs corresponding to either miRNA-binding sites or core domains of larger regulatory elements and (ii) longer, less conserved motifs corresponding to mRNA stability and targeting elements. Motif analysis was performed on gene sets that were either stabilized or destabilized by synaptic activity and compared against the set of genes that were found not to be regulated by electrical activity. This approach assumes that these regulatory motifs would not be highly represented in the population of RNA transcripts that were not changed after neuronal stimulation.

### (c) Destabilized genes contain motifs corresponding to miRNA seed domains

We first investigated short, fixed-width motifs because miRNAs promote mRNA destabilization predominately through binding to the 3′-UTRs by targeting an eight nucleotide seed domain. These short motifs were searched against two miRNA databases, miRBase [19] and mESAdb [45]. We found that four of the discovered motifs (figure 3*a*) in the destabilized gene set corresponded to seed domains of miRNAs miR-326-3p/miR-330-5p, miR-485-5p, miR-666-3p and miR-761. Of the miRNA motifs that were identified, motifs corresponding to seed domains for miR-666-3p and miR-485-5p were over-represented in the variable-width motif set (electronic supplementary material, figure S2). Furthermore, analysis on a second microarray platform also independently showed enrichment for miR-485-5p (figure 3, motif 1b). Several GU- and CUG-repeats (e.g. [47]) were also identified that did not correspond to miRNA seed domains. By contrast, motifs that were over-represented in stabilized genes (figure 3*b*) did not correspond to either miRNA seed domains identified in destabilized gene sets or have corresponding miRNA sites. Motifs identified for non-regulated genes also lacked similarity to miRNA seed domains. MEME parameters were also adjusted in order to search for longer, variable-width motifs for destabilized and stabilized transcripts (electronic supplementary material, figure S2); these sites were distinct from the fixed-width sites found in the destabilized sets. Furthermore, five significant motifs identified for non-regulated transcripts were present in both destabilized and stabilized motifs sets. Motif enrichment for miRNA-binding sites preferentially in the destabilized set supports one of their functions: control of mRNA degradation [48] as well as our hypothesis that miRNAs contribute to rapid destabilization of transcripts.

**Figure 3.**
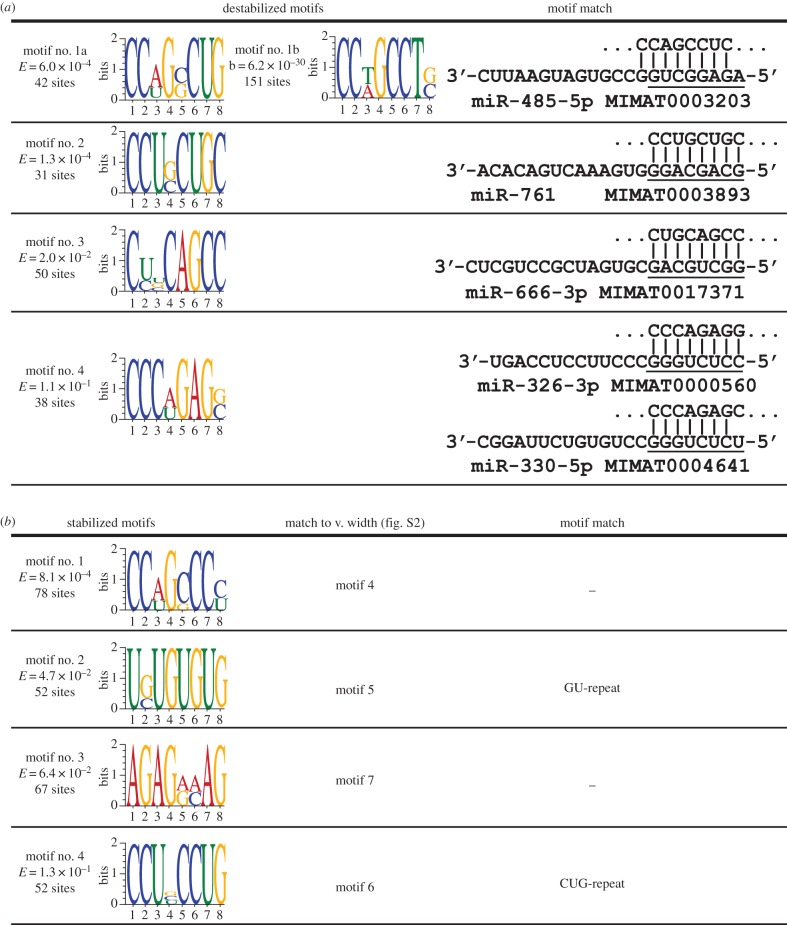
Discovery of enriched motifs for destabilized and stabilized genes. 3′-UTR analysis by MEME on downregulated (destabilized) and upregulated (stabilized) transcripts by MEME identifies miRNA-binding sites. Motifs from MEME analysis are shown for destabilized (*a*) and stabilized (*b*) datasets. 3′-UTR DNA sequences for regulated transcripts were retrieved from the rn5 assembly of the UCSC Genome Browser and analysed for motifs on the given strand for any number of repetitions, allowing for motifs of either an eight-base fixed width or a variable length between seven and 15 bases. The likelihood of discovery for the indicated motifs by chance is shown as an *E*-value. For each discovered motif, WebLogo plots [46] are shown as well as either a predicted miRNA seed match or match to variable-width motif (electronic supplementary material, figure S2). Only motifs with *E*-values less than 0.15 are reported.

### (d) Multiple alignment and search tool analysis of enriched motifs and pathway analysis

Statistically significant motifs from each dataset (*E*-value less than 0.1 and not comprising long, low-complexity nucleotide runs of single nucleotides) were analysed against a rat 3′-UTR database using MAST [39] in order to identify gene networks and pathways enriched for stabilizing and destabilizing motifs. MAST analysis of 3′-UTR motifs (figure 3) identified 107 transcripts that were enriched in GOs for embryonic development, cell projection and cytoskeleton (table 2 and the electronic supplementary material, table S1; destabilized 8 nt). However, only nine transcripts were identified by MAST that were enriched in stabilizing motifs. Analysis of the destabilized variable-width motif set (electronic supplementary material, figure S2) identified 1584 transcripts (*E*-value < 0.001) with GO and functional enrichment for embryogenesis, neuronal differentiation and axon guidance (table 2 and the electronic supplementary material, table S1; destabilized). Target prediction with the stabilized variable-width motif set, identified 2105 transcripts (*E*-value < 0.001) that had enrichment for ontology and function in cell projection, synapse and vesicle (table 2 and the electronic supplementary material, table S1; stabilized). By contrast, analysis of the motif set enriched in non-regulated genes, identified 391 transcripts that were predominately enriched in transcriptional regulation and gene expression (table 2 and the electronic supplementary material, table S1).

**Table 2.** MAST analysis of MEME predicted 3′-UTR motifs.

cluster	destabilized	score
1	transcriptional regulation	11.0
2	embryonic morphogenesis/development	8.5
3	vasculature development	8.4
4	neuron differentiation/morphogenesis/axon guidance	7.7
5	negative regulation of gene expression	7.2
6	nuclear/organelle lumen	5.9
7	regulation of cell motion/migration	5.5
8	limb morphogenesis/development	5.5
cluster	stabilized	score
1	transcriptional regulation-positive	8.9
2	transcriptional regulation	7.0
3	cell projection/dendrite/soma	5.9
4	membrane fraction	5.3
5	cytoplasmic vesicle	5.0
6	protein dimerization/binding	4.9
7	synapse/post-synaptic membrane	4.8
8	embryonic development	4.7
cluster	non-regulated	score
1	transcriptional regulation	6.8
2	vasculature development	3.8
3	cell migration/motility	3.7
4	nuclear/organelle lumen	3.6
5	negative regulation of gene expression	3.4
6	embryonic development	2.9
7	skeletal development	2.8
8	embryonic morphogenesis/development	2.4
cluster	destabilized (8nt)	score
1	embryonic morphogenesis/development	2.0
2	cell projection/cytoskeleton	1.8
3	protein dimerization/binding	1.7
4	transcriptional regulation	1.7
5	post-synaptic membrane/synapse	1.6
6	embryonic organ development/morphogenesis	1.5
7	cell differentiation	1.5
8	reproduction	1.5

GO analysis was performed on MAST predictions for destabilized and stabilized motif sequence. Top functions for each GO cluster were identified using DAVID functional annotation tools. Predicted transcripts were mapped to functions and pathways important in development, morphogenesis and cell polarization. GO enrichment for transcriptional regulation was present for all three conditions. MAST predictions with an *E*-value < 0.001 for variable-width motifs or *E*-value < 1 for fixed-width motifs (90 DAVID IDs or 107 transcripts) were analysed by DAVID. In total, 1360 DAVID IDs (1584 transcripts) were analysed for destabilized motif set, 1761 DAVID IDs (2105 transcripts) for stabilized set and 331 DAVID IDs (391 transcripts) for the non-regulated set. Calculated group enrichment scores for each GO cluster were calculated from the geometric mean (-log scale) of the *p*-value in each corresponding annotation cluster to rank biological significance. Top ranked annotation groups (highest score) likely have lower *p*-values for their annotated members.

### (e) Prediction of miRNA targets and gene ontologies enrichment for discovered miRNA motifs

We identified several motifs that resembled miRNA-binding sites within the 3′-UTRs of destabilized genes (figure 3 and the electronic supplementary material, figure S2). We therefore asked whether these predicted miRNAs may target gene networks that affect axonal development and presynaptic function. Target prediction and GO analysis of miR-326-3p/330-5p, miR-485-5p (miR-485-5p/1698/1703/1962), miR-666-3p and miR-761-5p showed enrichment for terms associated with synaptic transmission, plasticity, neurotransmitter synthesis and vesicular release, in both miRNA targets (figure 4*a*) and GO terms (figure 4*b* and table 3; and the electronic supplementary material, table S2). There was no overlap between all of the predicted miRNAs and their corresponding targets; however, 18 GO terms enriched in morphogenesis were identified, which suggested that the miRNAs may affect a common phenotype, such as nervous system development.

**Table 3:** Top networks and pathways of miRNA predicted targets identified by ingenuity pathway analysis.

miRNA	network or pathway	no. genes	*p*-value
miR-326-3p/330-5p (292)	neurological disease	61	9.34 × 10^−5^ – 1.38 × 10^−2^
	cell morphology	88	1.15 × 10^−8^ – 1.38 × 10^−2^
	CNS development and function	86	2.81 × 10^−9^ – 1.38 × 10^−2^
	Wnt/B-catenin		4.67 × 10^−6^
	actin cytoskeleton		4.43 × 10^−5^
	axonal guidance		3.24 × 10^−4^
miR-485-5p (245)	neurological disease	51	2.32 × 10^−5^ – 1.57 × 10^−2^
	cell morphology	61	1.4 × 10^−4^ – 1.51 × 10^−2^
	CNS development and function	61	6.75 × 10^−7^ – 1.57 × 10^−2^
	circadian rhythm signalling		6.74 × 10^−4^
	agrin interactions at neuromuscular junction		1.27 × 10^−3^
	axonal guidance signalling		1.36 × 10^−2^
miR-666-3p (289)	developmental disorder	53	1.11 × 10^−4^ – 1.63 × 10^−2^
	gene expression	71	9.13 × 10^−7^ – 1.62 × 10^−2^
	CNS development and function	65	3.69 × 10^−5^ – 1.89 × 10^−2^
	protein kinase A signalling		3.09 × 10^−3^
	synaptic long-term potentiation		7.2 × 10^−3^
	dopamine-DARPP32 feedback in cAMP		8.65 × 10^−3^
miR-761 (514)	cancer	256	5.07 × 10^−5^ – 1.32 × 10^−2^
	cell morphology	97	5.53 × 10^−8^ – 1.36 × 10^−2^
	CNS development and function	118	1.11 × 10^−7^ – 1.36 × 10^−2^
	axon guidance signalling		6.93 × 10^−4^
	RAN signalling		7.63 × 10^−4^
	netrin signalling		2.97 × 10^−3^

miR-326/miR-330 top canonical pathways.

Wnt/B-catenin: BTRC, CDH3, CSNK2A1, FZD4, FZD5, MARK2, NLK, PPP2R5B, RARG, SOX12, TCF4, TLE3.

Actin cytoskeleton: ABI2, F2R, FGD3, FGF9, FGF11, ITGA5, MAPK1, NRAS, PIP4K2C, SSH2, SOS1, TLN.

Axonal guidance: ADAM19, C9orf3, EFNA3, EPHB3, FZD4, FZD5, ITGA5, ITSN1, MAPK1, NGFR, NTN1, NRAS, PDIA3, SEMA3G, SRGAP3, SOS1.

miR-485 top canonical pathways.

Circadian rhythm signalling: GRIN1, ADCYAP1R1, CRY2, CREB1.

Agrin interactions at NMJ: PAK4, PAK1, DAG1, ACTG1, ITGAL.

Axonal guidance signalling: ARHGEF15, BAIAP2, EFNB3, PAK1, PAK4, PLCD3, PLXNA2, PFN2, PPP3R1, SEMA4G, SRGAP2.

miR-666-3p top canonical pathways.

Axon guidance signalling: AKAP6, CALM1 (includes others), CAMK2G, CREB5, EYA3, GNG12, PDE7A, PPP1CA, PPP1R10, PTPN2, RAP1B, TCF4, YWHAQ.

Synaptic long-term potentiation: CALM1 (includes others), CAMK2G, CREB5, PPP1CA, PPP1R10, RAP1B.

Dopamine-DARPP32 feedback in cAMP: CALM1 (includes others), CACNA1D, CSNK1G1, PPP1R10, CREB5, PPP1CA, DRD2.

Ingenuity pathway analysis was performed on predicted targets of miR-326-3p/miR-330-5p, miR-485-5p, miR-666-3p and miR-761 using the TargetScan v. 6.2 algorithm [49–51]. Predicted targets were mapped to specific biological functions and pathways: (i) disease and disorders, (ii) molecular and cellular functions, (iii) physiological system development and function, and (iv) top canonical pathways. Ingenuity's function analysis identified several biological functions and diseases most significant to genes within a network. The probability that a function or pathway was due to chance alone or enriched was determined by a Fisher's exact test. The top functions are shown, demonstrating that enriched miRNA sites are predicted to regulate morphogenesis, neural development and synapse formation. The complete list of predicted miRNA targets is given in the electronic supplementary material, table S2. The *p*-values in the range shown were considered highly significant.

**Figure 4.**
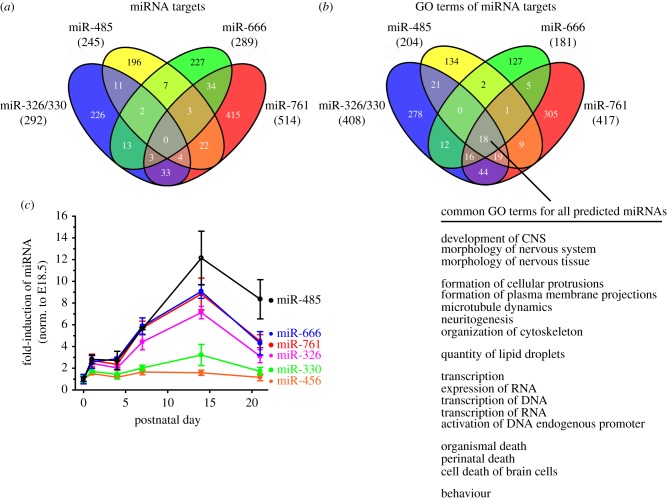
Predicted miRNAs are developmentally regulated in the hippocampus and may control nervous system development. (*a*) Venn diagram of miRNA target predictions (TargetScan v. 6.2) for miR-326-3p/330-5p, miR-485-5p, miR-666-3p and miR-761. Less than 15% of predicted targets are shared between any two miRNAs. The numbers in parentheses refer to the number of annotated genes predicted to contain at least one conserved miRNA-binding site. Specific targets are given in the electronic supplementary material, table S2. (*b*) Venn diagram of GO analysis for miRNA target predictions given in the electronic supplementary material, table S2. The number in parentheses refers to the number of significant GO terms with *p*-value ≤ 0.01. Eighteen GO terms were found to be enriched for all four miRNAs investigated, showing enrichment for nervous system development and morphogenesis. (*c*) Predicted miRNA transcripts were developmentally regulated in the hippocampus. The increase in miRNA transcripts from embryonic day 18.5 (E18.5) through postnatal day 21 (P21) (*n* = 3 animals at each time point) were first normalized to the reference gene U6 snRNA and the abundance expressed relative to E18.5. Fold induction of miRNAs varied from threefold to 12-fold.

miRNAs that act to control neural development and synaptic plasticity would be expressed in an activity- and time-dependent manner. We therefore tested whether the predicted miRNAs were expressed in the hippocampus and regulated in a developmental manner. Transcript levels for miR-326-3p, miR-485-5p, miR-666-3p and miR-761 increased by threefold to 12-fold by 14 days post parturition (figure 4*c*) (*n* = 3 animals per time point). Expression levels for miR-330-5p only modestly increased by 21 days post parturition (miR-456 expression, corresponding to motif 3 and sharing a seed motif with miR-485-5p was very low at all time points measured). We found that these miRNAs were expressed in the hippocampus in a developmental manner and that their predicted targets were enriched for functions important in pre- and post-synaptic development and plasticity. These miRNAs either individually or together, may act as a regulatory network in axonal outgrowth and presynaptic terminal formation during synapse formation. We therefore investigated the function of one of these miRNAs, miR-485-5p, on neurite outgrowth.

### (f) miR-485 regulates neurite outgrowth in PC12 cells

We tested the function of miR-485-5p on NGF-dependent neurite outgrowth in PC12 cells, a well-established model of neurite outgrowth. Consistent with predicted function of miR-485-5p based on target analysis and GO enrichment for regulation of neuritogenesis and cytoskeletal organization (figure 4*b*), miR-485-5p overexpression dramatically reduced NGF-dependent neurite outgrowth (figure 5*a*,*b*, *p* < 0.001, *n* = 36 fields from six transfections). Conversely, transfection with a miR-485 inhibitor significantly increased neurite outgrowth (*p* < 0.01). Overexpression of either miR-mimic or miR-inhibitor negative controls did not affect NGF-induced neurite outgrowth. Effects of miR-485 on NOI were highly significant by one-way ANOVA (*F*_4,25_ = 26.15, *p* < 0.0001).

**Figure 5.**
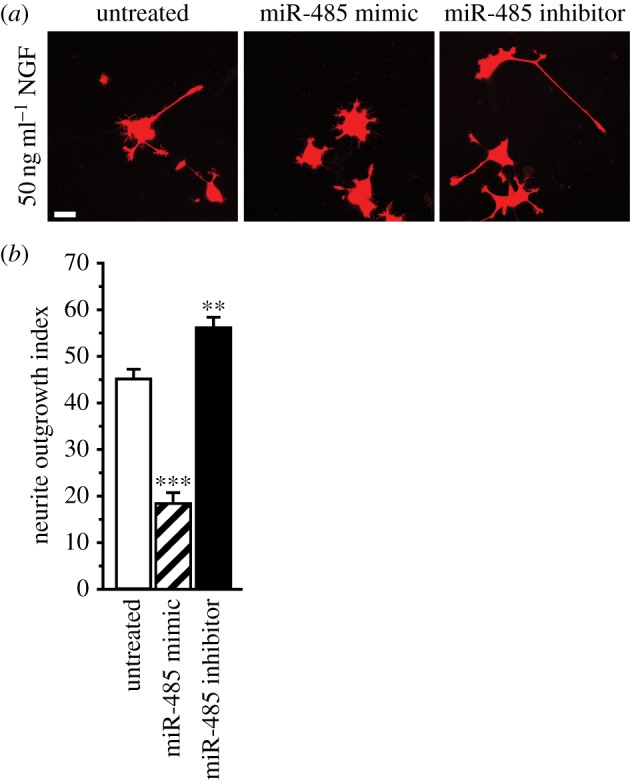
miR-485 blocks NGF-induced neurite outgrowth in PC12 cells. miR-485 overexpression inhibits NGF-induced neurite outgrowth in PC12 cells. Shown in (*a*) are representative examples of PC12 cells treated with 50 ng ml^−1^ NGF and co-transfected with DsRed and miR-485 mimic, miR-inhibitor and negative controls, and analysed at 96 h. Scale bar, 25 μm. Neurite outgrowth was inhibited by overexpression of a miR-485-5p mimic (*p* < 0.001) and enhanced by a miR-485 inhibitor (*p* < 0.001). PC12 cells with neurites longer than twice the cell body diameter were scored positive for neurite outgrowth (NOI). The NOI in untreated PC12 cells was 0.45 ± 0.02; treatment with negative controls for the mimic (-co. miR-M, 0.44 ± 0.04) or inhibitor (-co. miR-I, 0.43 ± 0.03) did not affect the NOI. *n* = 6 for all tested conditions. Effects of miR-M and miR-I on NOI were highly significant by one-way ANOVA (*F*_25,4_ = 26.15, *p* < 0.001). Overexpression of either a negative control for the miRNA precursor or the inhibitor did not significantly affect the NOI. Scale bar, 25 μm; **p < 0.01; ***p < 0.001.

The function of miR-485-5p on axons was next tested in hippocampal neurons. Overexpression of the miRNA reduced the expression of tau, measured by RT-PCR and western blotting (figure 6). Furthermore, miR-485-5p overexpression reduced the extent of axonal outgrowth in hippocampal neurons as measured by immunoreactivity to tau protein (figure 7*a*) and the pan-axonal neurofilament marker SMI312 (figure 7*b*). Dendritic staining for MAP2 was not affected by either miRNA overexpression or inhibition. The effects on miR-485-5p on both neurite outgrowth in PC12 cells and axonal markers further support a function of this miRNA on axonal development.

**Figure 6.**
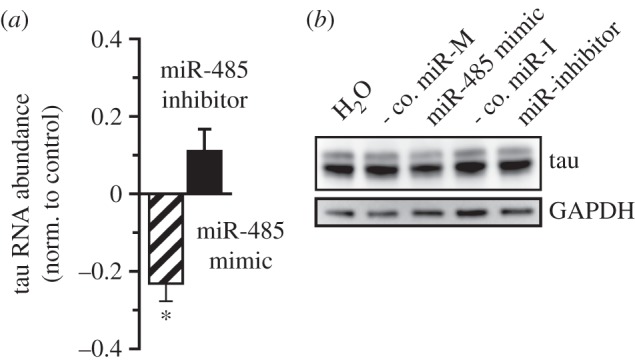
miR-485 decreases tau expression in hippocampal neurons. Overexpression of miR-485-5p modestly decreased tau transcript abundance (*a*) and protein levels (*b*) in hippocampal neurons. Cultures were transfected with miRNAs at 7 days *in vitro* (DIV) and analysed at 12 DIV. Fold change in transcript abundance for miR-overexpression and inhibition were normalized to their respective negative controls (negative control for either the mimic or inhibitor). Tau protein levels decreased relative to total GAPDH protein expression. Treatment with negative controls for either the mimic or inhibitor did not alter transcript levels for tau protein. *n* = 3, *p* < 0.05.

**Figure 7.**
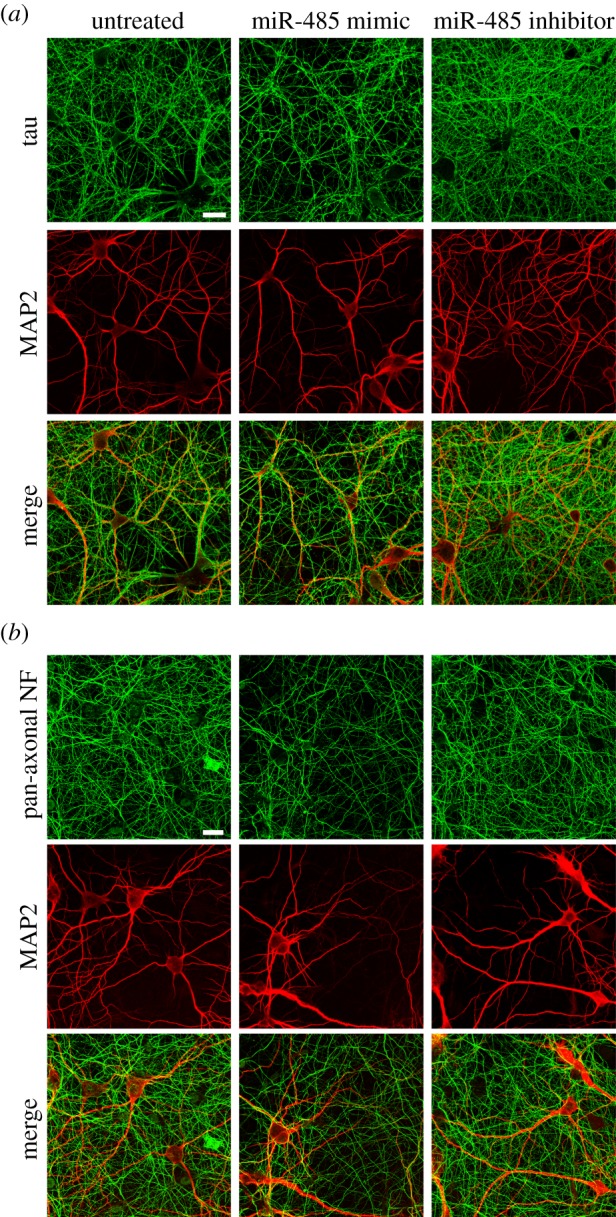
miR-485 overexpression controls tau expression and axonal outgrowth in hippocampal neurons. miR-485-5p overexpression reduced the extent of axonal outgrowth in hippocampal neurons. Cultures were co-transfected with DsRed and miRNAs at 7 DIV and analysed by immunocytochemistry at 12 DIV for axons by either tau or the pan-axonal neurofilament marker, SMI312. Dendritic staining was assessed by immunostaining for MAP2. Shown are representative examples of untreated (control) and neurons transfected with either a miRNA mimic or inhibitor showing that axonal outgrowth is regulated by miR-485-5p. Treatment with negative controls for either a miRNA mimic or inhibitor did not alter either axonal or dendritic staining. Double labelling with axonal and dendritic markers showed little co-localization. Scale bar, 25 μm.

## 4. Discussion

These studies show that the abundance of specific mRNAs in hippocampal neurons changes within minutes of increasing synaptic activity. Post-transcriptional mechanisms, primarily those regulating the rate of mRNA degradation, are responsible. Moreover, many of these same mRNA transcripts are regulated in the axonal compartment of DRG neurons (electronic supplementary material, figure S1) by induced action potential firing (figure 2). Analysis of the 3′-UTRs of destabilized transcripts revealed an enrichment of motifs that correspond to miRNA seed domains (figure 3 and the electronic supplementary material, figure S2). miRNAs primarily function to promote mRNA degradation and translational suppression [48]. Post-transcriptional control within the time frame of several minutes could therefore occur through miRNA-mediated mRNA decay and contribute to local regulation of mRNA stability at the synapse. Moreover, analysis of the 3′-UTRs of either stabilized or non-regulated transcripts did not identify short, conserved motifs corresponding to miRNA seed domains (figure 3), further supporting these findings. By contrast, when 3′-UTR sequences were analysed for longer motifs (electronic supplementary material, figure S2), specifically for stabilized transcripts, several motifs were identified that may contribute to either mRNA transport or stabilization. We found that many of the motifs when searched against a rodent 3′-UTR database (table 2), were enriched in the 3′-UTRs of many transcripts important in axon guidance, development, plasticity and synapses. A number of predicted motifs (motifs 1–5; electronic supplementary material, figure S2) and MAST predicted transcripts (electronic supplementary material, table S1) were present in all three categories (stabilized, destabilized and not regulated); these motifs and corresponding RNAs may not necessarily be regulated in either an activity or developmental manner but be reliably expressed in hippocampal neurons. Alternatively, these longer motifs may correspond to either binding sites for RNA-BPs or translation factors.

Several of the miRNAs uncovered in this study (figure 4) were found to increase in hippocampus during postnatal development, consistent with possible involvement in nervous system formation and remodelling. More importantly, this study identified several miRNAs whose predicted targets are important in many aspects of nervous system development and expressed in the developing hippocampus. Many of the miRNAs that were identified are encoded within the introns of host genes that are expressed in hippocampus: miR-326 (Arrb1, β-arrestin), miR-330 (Eml2, echinoderm microtubule associate protein like 2) and miR-761 (Nrd1, Nardilysin) (electronic supplementary material, figure S3). Moreover, miR-485 and miR-666 are intronic miRNAs that are part of the large Dlk1-Dio3 imprinted locus [52,53] containing at least 53 miRNAs expressed in the CNS [54]. Fiore *et al*. [55] had previously shown that several of these miRNAs within the miR-379-410 cluster are co-regulated in response to neuronal depolarization and brain-derived neurotrophic factor, affecting dendritogenesis.

Regulation of mRNAs detected in the axonal compartment of DRG neurons after inducing action potential firing (figure 2) indicates subcellular control of transcript abundance that could be translated into plasticity-related proteins locally within the axonal compartment of neurons. One of the miRNAs identified here, miR-485-5p, was shown to regulate NGF-induced neurite outgrowth in PC12 cells (figure 5) and axonal development in hippocampal neurons (figures 6 and 7). We previously reported on the function of miR-485-5p on homeostatic changes in synapses through action on the presynaptic vesicle protein SV2A [24]. These findings further expand on the function of this miRNA.

In summary, these results identify several miRNAs that may function as important regulators of neural development and plasticity of the hippocampus. miRNAs are unique in their ability to coordinatively regulate large networks of mRNAs within distinct subcellular compartments. Of the approximately 2000 miRNAs that have been identified so far in rodents [19], the majority have not been characterized. Further analysis is needed in order to characterize these miRNAs *in vitro* and *in vivo* and their contribution to development and plasticity.

## Supplementary Material

Supplementary figures and references

## Supplementary Material

Supplemental Table 1: MAST predictions for significant motifs

## Supplementary Material

Supplemental Table 2: Summary table of predicted miRNA targets

## Notes

All procedures conformed to NIH animal welfare guidelines and approved animal study protocols.

# Supplementary material for: Systematic identification of 3′-UTR regulatory elements in activity-dependent mRNA stability in hippocampal neurons
**Source:** Philos Trans R Soc Lond B Biol Sci. 2014 Sep 26;369(1652):20130509. doi: 10.1098/rstb.2013.0509
**Supplement:** Supplementary figures and references

SUPPLEMENTAL INFORMATION

Systematic identification of 3'UTR regulatory elements in activity-dependent mRNA stability in hippocampal neurons

Jonathan E. Cohen^{*#}, Philip R. Lee^{*}, and R. Douglas Fields^{*}

^{*}Section on Nervous System Development and Plasticity, Building 35, Room 2A211. The Eunice Kennedy Shriver National Institute of Child and Human Development. National Institute of Health, Bethesda MD 20892-3714.

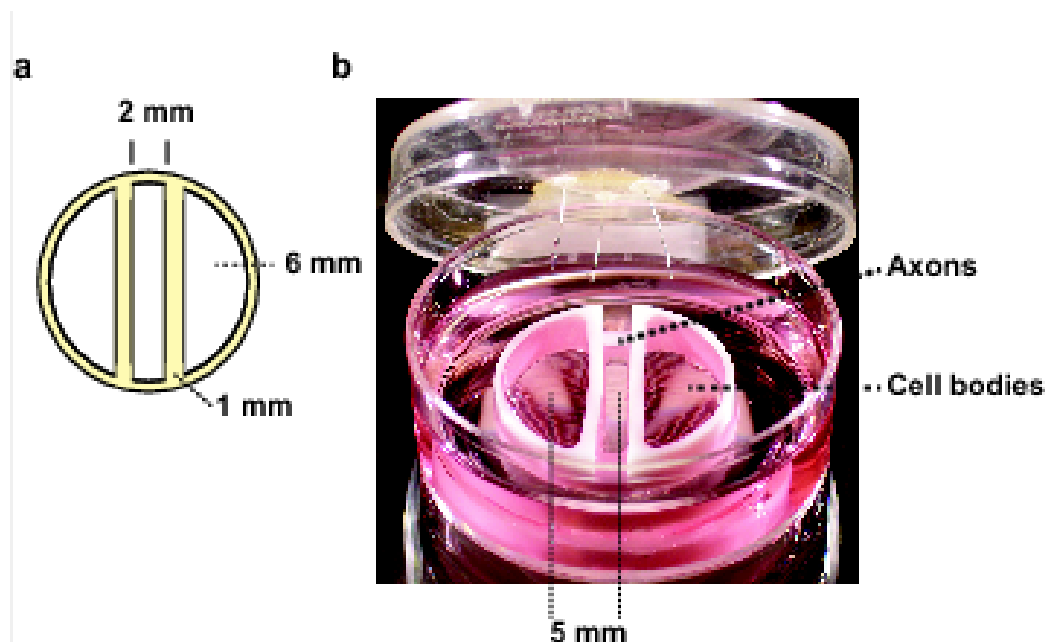

Transport rate

Slow axonal transport: $0.1 \mu\text{m}/\text{sec}$ or $360 \mu\text{m}/\text{hr}$

Fast axonal transport: $1 \mu\text{m}/\text{sec}$ or $3.6 \text{ mm}/\text{hr}$

Supplementary Figure 1. Schematic of compartmentalized DRG neuronal cultures.

Cultured dorsal root ganglia neurons were cultured in three-compartment Campenot chambers. 

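In unstimulated cultures, 499 spots were higher and 348 lower in axons than in cell bodies at the same threshold. The lowest in axons among clones brighter than the array mean was the translation initiation factor EIF4A2, at −2.72, with an intensity of 91.5 in axons and 855 in cell bodies. MORF4L1 was at −2.46, the vacuolar ATPase subunit ATP6V0B at −2.29 and RSRC2, a protein with a serine- and arginine-rich region, at −2.27. The highest in axons were TIPRL, a regulator of type 2A phosphatases, at 3.38, the mitochondrial protein LYRM2 at 3.22, DFFA, the inhibitor of the apoptotic DNA nuclease, at 2.93 and MILR1 at 2.90. All these clones were picked by their values without stimulation. In stimulated cultures TIPRL was at 1.24, LYRM2 at 1.255, DFFA at 2.35 and MILR1 at 1.23, so of these only DFFA still passed the threshold. Of the low clones, EIF4A2 was then at −1.96, ATP6V0B at −2.46 and RSRC2 at −2.89, while MORF4L1, at −1.04, no longer passed. Of 39 translation initiation and elongation factors, 30 were below 0 in axons and their median of −0.37 lay at the 0.18th percentile of random lists, although this was the 3.70th with normexp background correction. In stimulated cultures 28 of them were below 0 in axons, with a median of −0.26 at the 2.0th percentile, where no alternative was run on lists. Of 11 sensory neuron markers measured, 8 were below 0, none passed the threshold and the median of −0.58 lay at the 1.65th percentile, with UCHL1 at 0.07, THY1 at 0.20 and ELAVL3 at −0.22. This list was inside the central range with loess (2.61st percentile), log2 ratios (2.58th), normexp (6.28th), named clones alone (2.90th), clones above 10 (6.55th) and clones above the array mean (11.2nd). In stimulated cultures its median was 0.055 at the 76.8th percentile, with 6 of 11 genes above 0, so the lower level was not seen there. Markers of other cells that such cultures could hold did not stand apart between the compartments. The 17 Schwann and satellite glial cell markers had a median of 0.09 at the 87.5th percentile, with CDH19 at −1.02 and GLUL at 0.105, and the 22 fibroblast and mesenchymal markers one of 0.01 at the 5.41st, with TAGLN at 0.73 and SPARC at −0.98, under the threshold. The 12 macrophage and blood cell markers had a median of 0.26 at the 96.25th percentile, with C1QB at 0.82, and the 4 endothelial markers one of −0.23 at the 24.0th, with ESAM at 0.20. Z-scores are relative to each array, so these values say nothing of how much RNA a compartment held. The split of higher to lower was 947 and 424 with log2 ratios, 667 and 226 with robust z-scores, 684 and 724 with normexp, 330 and 368 with 1 value per gene, 194 and 270 with clones above the array mean, and 83 and 28 with the z-score difference left undivided.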

DRG neurons were plated in the side compartments and maintained in culture for several weeks at which time the central compartment is enriched in a pure population of axons. Visual inspection is performed prior to electrical stimulation to ensure the absence of cell bodies within the central compartment. Assuming a mRNA transport rate of up to $1 \mu\text{m}/\text{sec}$ or $3.6 \text{ mm}/\text{hour}$ and an average distance of 5 mm , little transcript will have been transcribed in the nucleus (side compartment) and transported under the barrier into the central compartment by two hours of electrical stimulation. Changes in gene expression in the axonal compartment, measured by microarray analysis, will have likely been due to changes in mRNA stability (similar to 5 min of synaptic activity in hippocampal neurons).

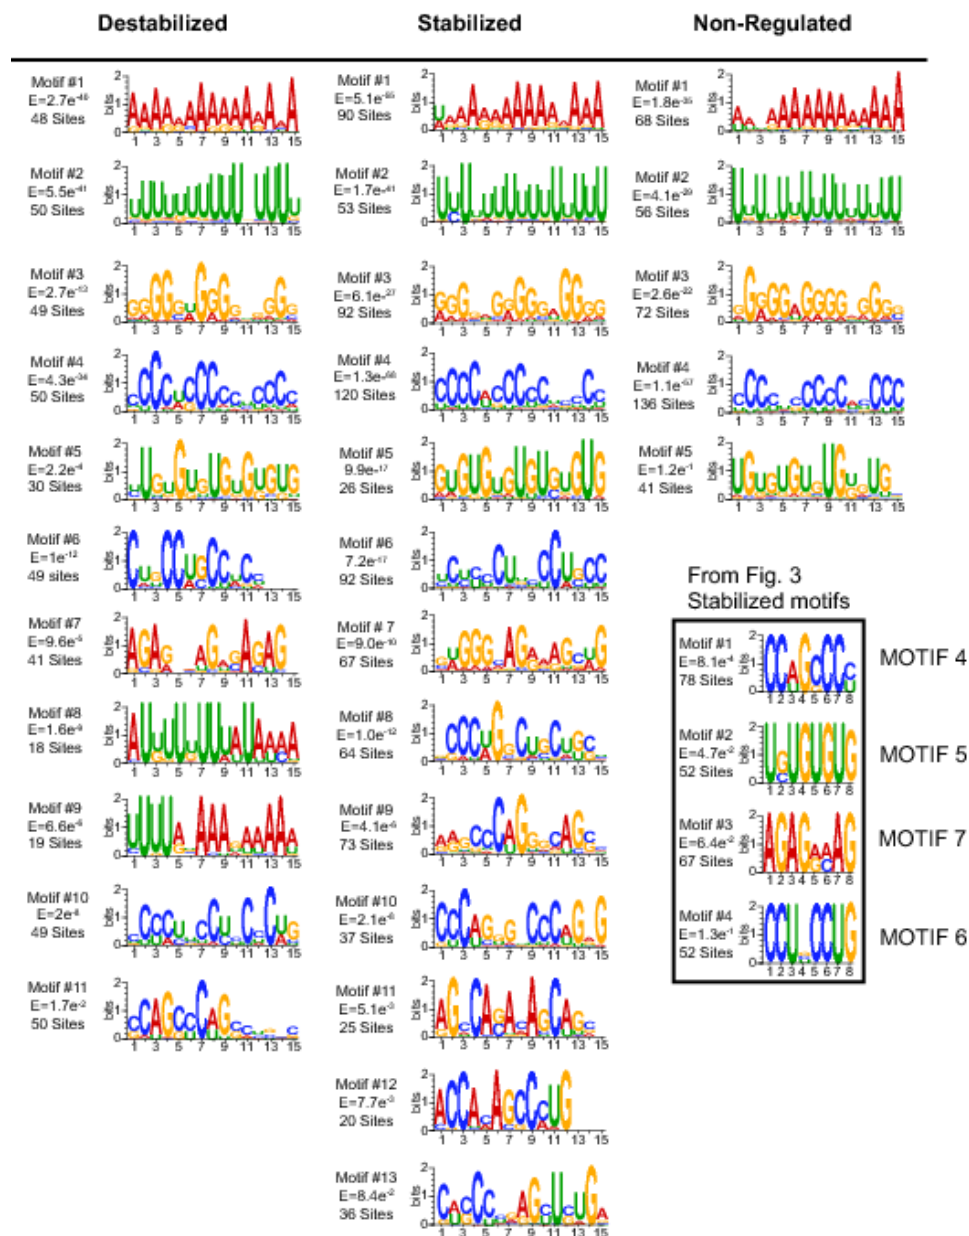

Supplementary Figure 2. Variable width motifs for non-regulated, destabilized and stabilized genes.

3'-UTR analysis was using the MEME software analysis package [1, 2] with parameters adjusted for variable-width motifs (7 – 15 nt) on non-regulated, destabilized, and stabilized transcripts. Significant motifs from MEME analysis are shown for destabilized, stabilized, and non-regulated datasets. All of the motifs identified for non-regulated transcripts matched motifs found in regulated transcript sets. Fixed width motifs identified for stabilized transcripts matched several of the variable-width motifs (MEME predicted motifs 4 through 7). 3'-UTR DNA sequences for regulated transcripts were retrieved from the rn5 assembly of the UCSC Genome Browser [3, 4] and analyzed for motifs on the given strand for any number of repetitions, allowing for variable length between 7 and 15 bases. The likelihood of discovery for the indicated motifs by chance is shown as an E-value. For each discovered motif, WebLogo plots [5] are shown as well as either a predicted miRNA seed match or match to variable-width motif (Fig S2). Only motifs with E-values less than 0.15 are reported.

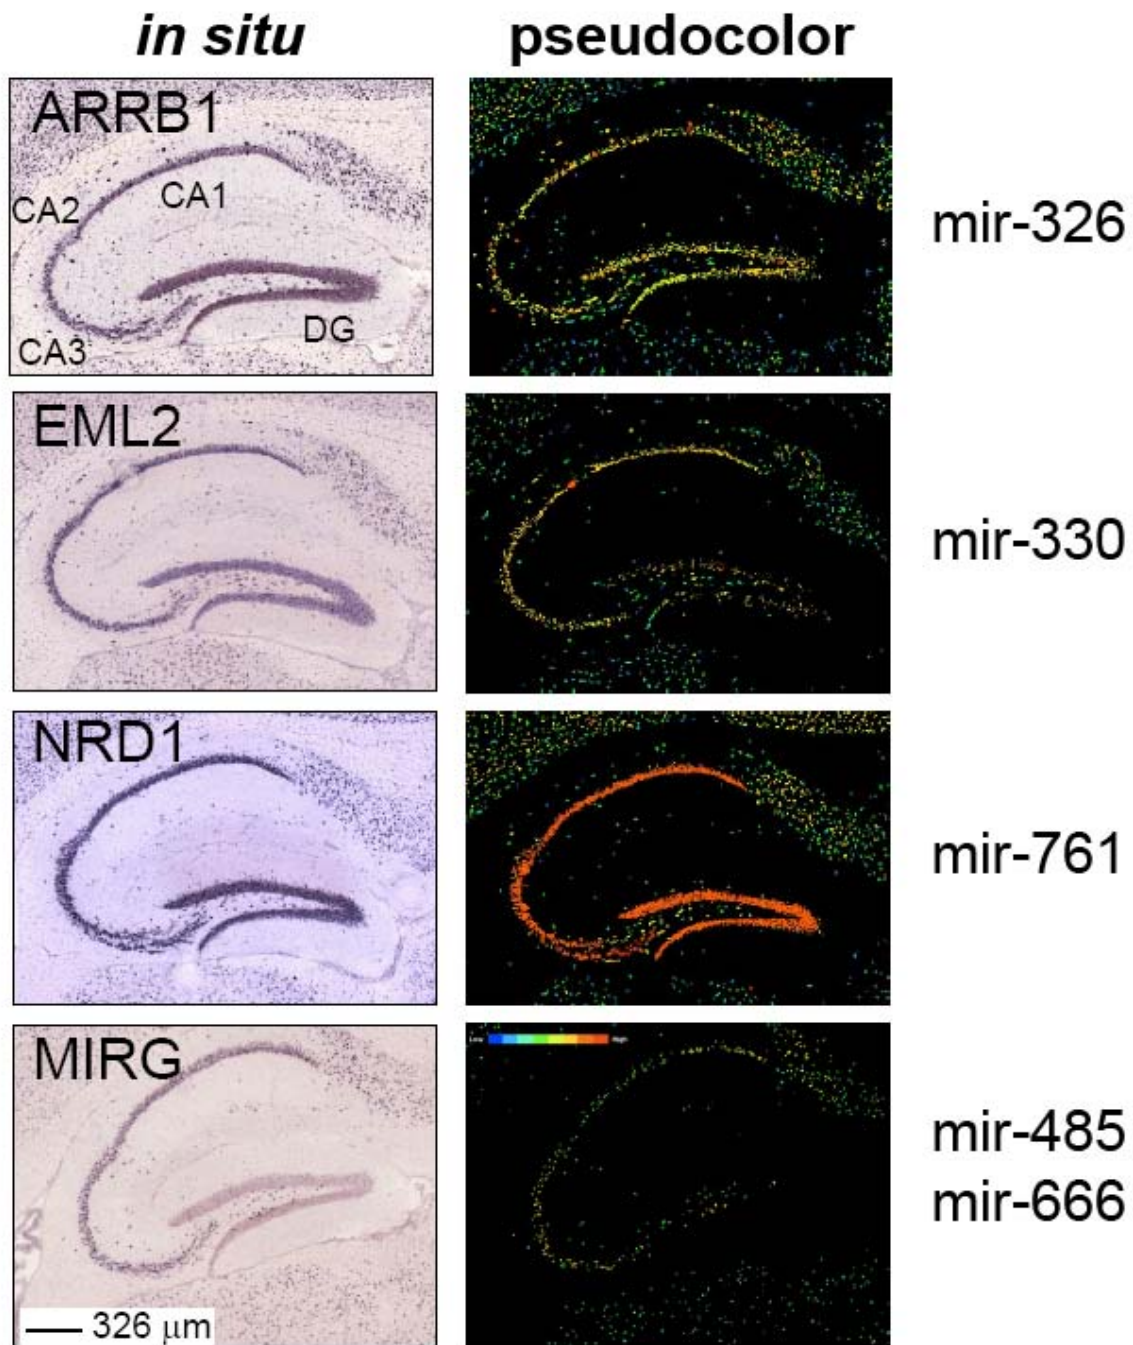

Supplementary Figure 3. *In situ* expression of miRNA host genes in mouse hippocampus.

Representative *in situ* hybridization data from Allen Mouse Brain Atlas [6] (<http://mouse.brain-map.org/>) for miRNA present in the introns of host genes. Shown are *in situ* and pseudocolor images of sagittal sections for *Arrbb1* (miR-326), *EML2* (miR-330), *Nrd1* (miR-761), and *Mirg* (miR-485 and miR-666). Varying levels of expression can be observed for the host genes, with modest expression of *Mirg* and high levels of expression for *Nrd1* in the hippocampus. Scale bar = 326 μ m.

Supplemental References

- [1] Bailey, T.L. & Elkan, C. 1994 Fitting a mixture model by expectation maximization to discover motifs in biopolymers. *Proceedings / ... International Conference on Intelligent Systems for Molecular Biology ; ISMB. International Conference on Intelligent Systems for Molecular Biology* **2**, 28-36.
- [2] Bailey, T.L. & Gribskov, M. 1998 Combining evidence using p-values: application to sequence homology searches. *Bioinformatics* **14**, 48-54.
- [3] Karolchik, D., Hinrichs, A.S., Furey, T.S., Roskin, K.M., Sugnet, C.W., Haussler, D. & Kent, W.J. 2004 The UCSC Table Browser data retrieval tool. *Nucleic acids research* **32**, D493-496. (doi:10.1093/nar/gkh103).
- [4] Kent, W.J., Sugnet, C.W., Furey, T.S., Roskin, K.M., Pringle, T.H., Zahler, A.M. & Haussler, D. 2002 The human genome browser at UCSC. *Genome research* **12**, 996-1006. (doi:10.1101/gr.229102. Article published online before print in May 2002).
- [5] Crooks, G.E., Hon, G., Chandonia, J.M. & Brenner, S.E. 2004 WebLogo: a sequence logo generator. *Genome research* **14**, 1188-1190. (doi:10.1101/gr.849004).
- [6] Lein, E.S. & Hawrylycz, M.J. & Ao, N. & Ayres, M. & Bensinger, A. & Bernard, A. & Boe, A.F. & Boguski, M.S. & Brockway, K.S. & Byrnes, E.J., et al. 2007 Genome-wide atlas of gene expression in the adult mouse brain. *Nature* **445**, 168-176. (doi:10.1038/nature05453).

Supplemental Tables supplied separately

(at <http://rstb.royalsocietypublishing.org/lookup/doi/10.1098/rstb.2013.0509>)

Supplemental Table 1 MAST predictions for significant motifs

Summary information is given for predicted transcripts from MAST analysis of (a) fixed-width motifs (5 MIN DOWN 8 NT MOTIF), (b) destabilized variable-width motif (5 MIN DOWN VAR), (c) stabilized, variable-width motifs (5 MIN UP VAR), or (d) NO REGULATION. MAST predictions with an E-value < 0.1 for fixed-width motifs or an E-value < 0.001 for variable-width motifs are given as a reference GenBank accession number and corresponding E-value for each transcript. The E-value given in the table is derived from the combined p-value of the entire 3'-UTR sequence, dependent upon the number of significant motifs identified for each candidate target 3'-UTR.

Supplemental Table 2 Summary table of predicted miRNA targets

miRNA target predictions for miR-326-3p/miR-330-5p, miR-485-5p, miR-666-3p, and miR-761 were performed using the TargetScanv6.2 algorithm. For all miRNA predictions with the exception of miR-761 (Mouse miR-214/761/3619-5p), rat was chosen as the species. Predicted targets with only site conservation in several species are listed in the table. For miR-326-3p/miR-330-5p and miR-214/miR-761 which have conserved seed domains, the combined predictions are given. Summary gene information (including GO headings) for each representative human GenBank accession number is given when available.

How the deposited data were processed for this re-analysis (not part of the article)

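The data are 4 nylon membrane arrays of mouse DRG neurons in compartmented culture, 1 for each of stimulated axons, stimulated cell bodies, unstimulated axons and unstimulated cell bodies, each hybridized with 1 pooled sample. The authors amplified the RNA of each compartment, labelled it with a radioactive nucleotide, hybridized it to arrays of cDNA clones and read the membranes with a phosphor imager. They deposited the raw intensity of each of 9600 spots in 2 tables, whose values were compared and are identical. How background was handled is not given in the sources used here. The gene of a clone was taken from the platform's annotation, and symbols that the paper prints in an older form were matched through the older symbols of the gene tables at hand, where only 1 gene fitted.

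From these intensities, z-scores of the log10 intensity were computed over all spots of an array, and z ratios between 2 arrays as the difference of z-scores divided by its SD over all spots. The 4 comparisons were stimulated against unstimulated axons, stimulated against unstimulated cell bodies, and axons against cell bodies without and with stimulation. A spot was counted as higher or lower at a z ratio of 1.4 or more in size, the paper's threshold for these arrays. With 1 array per condition no p-value was computed, and counts past the threshold describe these 4 arrays. A gene's z ratio is the mean over its clones, and members of lists and Fig. 2 genes are given as such means, while the clones at either end of a comparison are given by their own values. A list of genes is described by the median of its genes and by the percentile of that median among 10000 random lists of the same size, drawn to match it in 10 bins of brightness, and is said to stand apart when it lies outside the 2.5th to 97.5th percentile. These percentiles vary slightly between draws, so that the identical second table gave 0.04 in place of 0.03 for the ribosomal proteins in axons. Of 28 lists, 24 had at least 4 measured genes, and by chance 1.2 of them would stand apart in a comparison. Lists of ribosomal, respiratory chain, proteasome, translation factor and histone genes were taken by symbol prefix, which also takes some that are not subunits or factors (PSMC3IP, PSMD5, PSMD9, PSMD10, EEF1AKMT3, EIF1AD and ATP5IF1), and the others by symbol, from general knowledge or from the paper's Table 3 and supplementary tables. Supplementary sheets of which only the first part was at hand were not used for any list.

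The genes named in the text follow a rule. For 3 comparisons they are the 8 clones with the highest and the 8 with the lowest z ratio among clones that name 1 gene and lie above the array mean, then every gene that the paper names, and for each list 2 to 4 members with the largest z ratios in size among those above the array mean. The Fig. 2 genes come from example clusters that the authors made from hippocampal and DRG arrays, these included, and the genes' values in the figure were seen before that rule was written. The rule, the lists, the comparisons, the threshold and 11 processing alternatives were fixed before the data were examined. The alternatives were the z-score difference left undivided, a log2 ratio with each array centred on its median and a threshold of 1, a robust z-score from the median and median absolute deviation, quantile normalization, loess of the log difference on mean log intensity with a span of 0.3, normexp background correction with an offset of 50, clones above the array mean only, the other deposited table, 1 value per gene, and thresholds of 1.3 and 2. Another 4 were chosen after seeing the data, namely lists without genes that are not subunits or factors, named clones only, clones above 10 on both arrays, and differences centred on the place in the 50-spot row and then on the row of the membrane. Correlations under an alternative are called unchanged when they moved by less than 0.1, a tolerance chosen for this purpose.

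The computations used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and R 4.3.3 with limma 3.58.1 for normexp, quantile and loess. They were tested on simulated data first. With 9600 clones and the spread of the axon comparison, 57 of 100 clones changed by a factor of 2 and 98 of 100 changed by a factor of 4 passed the threshold. The changed clones were all named clones above the array mean, and the noise was the same at every brightness. In the data only 149 of the 975 spots past the threshold in axons were above that mean, so these rates say nothing of dim spots. Of 100 unchanged lists of 40 genes 7 stood apart, and of 20 lists shifted by −0.5 z ratio units 19 did. The hippocampal arrays, the Illumina arrays and the PC12 cell experiments were not analysed here.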

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

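Of the tests in this part, centring by membrane position was chosen only after seeing the data.

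Past the threshold in both compartments, 86 spots moved in opposite directions in axons and cell bodies, which is what drew attention to them. Of these, 75 were higher in axons and lower in cell bodies. The difference between the compartments was not tested, since each condition has 1 array.

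Of the 37 matched genes of Fig. 2c, 34 were higher in stimulated than unstimulated axons and lower in stimulated than unstimulated cell bodies, opposite directions that were likewise not tested. An intensity trend between arrays could account for this only if loess removed it, but 32 of the 34 genes still had both directions after loess. Uneven signal shared by a whole row or place of the membrane could account for it only if centring by place and row removed it, and 33 of the 34 still had both directions after that. Such centring cannot remove local patches or spill between neighbouring spots, which stay open. Since these genes come from clusters that the authors made in part on these arrays, neither result says whether the pattern would be seen in another sample, and chance differences between single arrays stay open. A biological difference in how axons and cell bodies respond to stimulation stays open too and was not tested.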

How the results depend on the processing

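Among the alternatives, named clones only, clones above 10, centring by position and the shorter prefix lists were chosen only after seeing the data. No paired analysis was run. Each condition has 1 sample, so axons and cell bodies could be paired only by taking stimulated and unstimulated arrays, different conditions, as replicates. Their differences without and with stimulation are given side by side instead. The other deposited table held identical values, so it tests nothing. The number of arrays limits every value, clones at or below background have no exact ratio, and the cause of the changes below was not tested except where fewer clones or a higher threshold leave fewer to count. Robust z-scores moved the median of all clones to 0.286 in axons and −0.12 in cell bodies, from 0.045 and 0.067, and the ribosomal proteins in axons then had a median of −0.076, below that shift. Log2 ratios moved it to 0.192 in cell bodies, so that the medians there of the ribosomal proteins (0.027), translation factors (0.066), axonal cytoskeleton (0.022) and glycolysis (0.148) were above 0 but still below that of all clones, at the 0.73rd, 0.18th, 0.29th and 5.13th percentile, and with robust z-scores that of the miR-485-5p targets (−0.082) was below 0 but above that of all clones. The percentile of the ribosomal proteins in axons lay between 0.00 and 0.12 under every alternative run. The Pearson correlation of axon and cell body responses lay between −0.043 and 0.062, and the rank correlation, 0.039 as reported, between −0.18 with robust z-scores and 0.095 with clones above the array mean. Over the alternatives, 1889 values of Fig. 2 genes moved by less than the technical spread, which is larger than many of these values, 60 moved by more, and 4 past the threshold changed sign. The numbers were 463, 112 and 1 for named clones and 642, 75 and 3 for gene list percentiles. All these totals also count the identical table, where nothing could move, so they overstate how stable the values are. Whatever their size, 101 of the 1953 values of Fig. 2 genes changed sign, among them 15 of 84 in cell bodies with robust z-scores and 10 of 84 there with loess or with log2 ratios. The 1953 include values whose sign could not change. These are the 84 per compartment from each of the identical table, the z-score difference left undivided and 1 value per gene. Leaving out of the lists taken by prefix the genes that are not subunits or factors changed no call, with the proteasome at the 0.82nd percentile and the translation factors at the 0.03rd in cell bodies.

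The results that stood past the threshold, or lists that stood apart, and turned are BOK in cell bodies, at 0.286 with normexp and 0.137 with clones above 10, MAEA in cell bodies, at 1.43 with clones above the array mean and 0.904 with clones above 10, HINFP in axons, at −0.291 with 1 value per gene, and in cell bodies, with clones above the array mean, the percentiles of glycolysis (66.56), miR-485-5p pathway genes (40.24) and miR-485-5p targets (18.3).

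Counts are given as higher and lower. Left undivided, the z-score difference gave 25 and 12 in axons, 34 and 28 in cell bodies, 83 and 28 in unstimulated and 74 and 17 in stimulated axons against cell bodies, and 0 spots past the threshold in both compartments, the same way or the opposite way (0). A threshold of 2 gave 205 and 182, 141 and 204, 262 and 141, and 264 and 199, with 37 the same way and 34 the opposite way. With clones above the array mean they were 152 and 299 in axons, 178 and 231 in cell bodies, 194 higher in unstimulated and 128 and 363 in stimulated axons against cell bodies, with 18 the same way, 24 the opposite way and 15 Fig. 2c genes higher in axons of the 17 left, same-gene correlations of 0.183 and 0.242, and 2 lists apart in cell bodies and 4 in unstimulated axons against cell bodies. Log2 ratios gave 254 lower in axons, 947 higher in unstimulated and 1301 in stimulated axons against cell bodies. Robust z-scores gave 566 higher in cell bodies, 226 lower in unstimulated and 1285 and 264 in stimulated axons against cell bodies, 183 the same way, and 4 lists apart in cell bodies and 4 between unstimulated compartments. Normexp gave 770 and 776 in cell bodies and 724 lower in unstimulated axons against cell bodies, loess 238 higher in stimulated axons against cell bodies, and 1 value per gene 239 higher in axons and 330 in unstimulated axons against cell bodies. Clones above 10 gave 459 and 695 in cell bodies and 578 lower in unstimulated axons against cell bodies. Lists apart were 2 in cell bodies with loess, quantile normalization or centring by position, 2 in axons with centring, and 5 with loess and 6 with quantile normalization between unstimulated compartments, against 7, 4 and 2. The correlation of the axon to cell body difference without and with stimulation was 0.441 with loess, 0.434 with quantile normalization, 0.683 with normexp and 0.77 with clones above the array mean.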

Differences from the paper's values

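Values were read from the colours of Fig. 2b and Fig. 2c, to at most 2 significant digits, for 49 genes in axons and 48 in cell bodies. Their correlation with the z ratios computed here was 0.946 across genes in axons and 0.998 in cell bodies, and, leaving out values close to 0, the median ratio of the figure's value to that computed here was 1.09 and 1.27. With 1 value per gene, an alternative set before the data were examined, this ratio was 0.97 and 0.95, and the median size of the difference was 0.023 and 0.03 in place of 0.066 and 0.113. One gene differs, TUBA1 of Fig. 2b, which was matched through an older symbol to TUBA1A and may be another tubulin gene on the array. The paper shows it at about −1.5 in axons and about 0.07 in cell bodies in Fig. 2b, read from its colours, and the clone used here gave 0.551 and −0.217. It differs in both compartments under each alternative set before the data were examined that gives a z ratio and was compared, namely robust z-scores, quantile normalization, loess, normexp, clones above the array mean, the other deposited table and 1 value per gene. Over these its axon value ranged from 0.299 with quantile normalization to 1.052 with robust z-scores. Another tubulin gene, TUBA4A, measured by 1 clone, was at −1.37 in axons, close to the figure's value. The difference from the paper may therefore come from the symbol match used here.

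The legend of Fig. 2 describes the genes of panel b as raised and those of panel c as lowered, as examples of shared regulation in DRG axons and hippocampal neurons. In stimulated axons, 38 of 47 matched Fig. 2b genes were below 0 with a median of −0.52, and 35 of 37 matched Fig. 2c genes were above 0 with a median of 0.64. The figure's own colours for DRG axons run the same way as these values, with the same sign for 48 of the 49 genes read. In stimulated cell bodies the tallies run the way the legend says, with 32 of 47 Fig. 2b genes above 0 and 36 of 37 Fig. 2c genes below 0. In axons the Fig. 2b tally was 33 with log2 ratios or robust z-scores, 35 with quantile normalization and 37 with loess or normexp, and that of Fig. 2c was 34 with quantile normalization and 35 with the other scalings. With clones above the array mean it was 26 of 31 and 15 of 17.

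The methods describe nylon arrays with more clones than the 9600 spots of the tables used here.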

Other observations

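Among the tests in this part, centring by membrane position and the comparison of clones of the same gene were chosen only after the result was seen.

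Several gene groups that the text has not described lay within the central 95% of random lists in both compartments. The 29 genes of the synaptic vesicle cycle had a median z ratio of 0.07 in axons, at the 67.7th percentile of random lists, and 0.11 in cell bodies, at the 64.7th, although SYNGR1, a synaptic vesicle protein, was at −1.92 in axons. The 37 genes of mRNA decay and the microRNA machinery had medians of 0.21 at the 91.75th percentile and 0.00 at the 38.0th, with the deadenylase subunit CNOT3 at 0.79 and the poly(C)-binding PCBP2 at −0.88 in axons. The 33 heat shock proteins and chaperones had medians of 0.05 at the 69.3rd and −0.05 at the 8.88th percentile, and the 15 genes of cholesterol synthesis and uptake −0.01 at the 43.4th and 0.11 at the 64.2nd, with IDI1 at −0.79 in axons. In axons, the genes listed as proteasome subunits had a median of 0.13 at the 87.2nd percentile and glycolytic genes one of −0.165 at the 12.3rd. In cell bodies, transcripts known from axons had a median of −0.002 at the 22.3rd percentile.

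Of the markers of cell types, sensory neuron genes had medians of 0.07 at the 63.1st percentile in axons and −0.22 at the 9.74th in cell bodies. Schwann and satellite glial genes were at 0.00 (44.2nd) and 0.04 (45.2nd), fibroblast and mesenchymal genes at 0.175 (58.9th) and 0.12 (84.1st), and macrophage and blood cell genes at −0.34 (5.54th) and 0.19 (83.3rd). Endothelial genes stood apart in axons with a median of 1.41 at the 99.4th percentile and were at 0.57 (91.96th) in cell bodies, but only 4 were measured and only ESAM, at −0.50, was brighter than the array mean. Liver and pancreas genes, listed as a background that these cells should hardly express, were at −0.46 (3.28th) and 0.07 (77.0th), and in stimulated axons against stimulated cell bodies stood apart at −0.62 (0.16th percentile).

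The lists made from the paper's microRNA and motif predictions gave 1 more list that stood apart. The 90 measured predicted targets of miR-326-3p/330-5p had a median of 0.21 at the 99.6th percentile in axons, with ELOF1 and SDC3 (0.998) high and SCNM1 at −1.73, and 0.05 at the 34.4th in cell bodies. In axons this was lost with quantile normalization (90.7th), centring by position (96.6th) and clones above the array mean (83.2nd). The miR-485-5p targets were at −0.002 (31.3rd) in axons and its Table 3 pathway genes at −0.07 (33.6th). Pathway genes of miR-326-3p/330-5p were at 0.04 (48.0th) in axons and 0.12 (79.4th) in cell bodies, those of miR-666-3p at −0.21 (16.1st) and −0.004 (52.0th), and the 44 measured genes with the fixed-width motif at 0.05 (56.0th) and 0.08 (45.3rd). The lists of voltage-gated channels (2 genes measured), microRNA host genes (2), other genes of the paper (2) and histones (0) were too short to describe. Of the host genes, ARRB1 was at 0.92 in axons and −1.802 in cell bodies and NRDC at 0.20 and 0.22. MAPT was at 0.075 and 0.02, and the 4 clones of GAPDH differed in sign. In cell bodies 3 of them were below 0, at −0.90, at −0.83 and, for a clone that read 10, the fill-in value, in stimulated cell bodies, without an exact value, while the brightest was at 0.58. In axons the brightest was at −0.38 and another at 0.96. Their mean, −0.13 in axons and −1.09 in cell bodies, is the value counted among the Fig. 2b genes, and in cell bodies it includes the clone at the fill-in value, so its size is not exact. In axons that same clone read 15.6 with and 21.5 without stimulation. Both are below the 95th percentile of spots without a named clone, 42.5 and 21.9. The size of the axon mean is therefore not exact, and its sign not sure.

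The lower ribosomal protein transcripts in stimulated axons were weighed against 2 technical explanations. If an intensity trend between the axon arrays were the cause, loess should bring the list back among random lists, but its median stayed at the 0.0 percentile. The random lists were already matched in brightness, which takes out most of such a trend before loess. Loess could therefore change little, and its result adds nothing to that matching. If uneven signal shared by a whole row or place of the membrane were the cause, centring by place and row should do so, and it stayed at the 0.02nd. Local patches and spill between neighbouring spots were not tested. The list may reflect a lower level of these transcripts relative to others in stimulated axons, as a hypothesis found and tested on the same 2 arrays, and a difference between these samples that has nothing to do with stimulation stays open. The liver and pancreas list, a background, had a median of −0.46 in axons, lower than the −0.33 of the ribosomal proteins. It lay within the central range, at the 3.28th percentile. That range, for 17 genes, ran from −0.50 to 0.38, against −0.18 to 0.17 for the ribosomal proteins. The 2 medians are therefore not comparable in size, and whether a low median is particular to ribosomal transcripts stays open.

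The difference between axons and cell bodies repeated in the stimulated arrays, with a correlation of 0.547 across clones, which are not independent replicates, between the z ratios without and with stimulation. These comparisons share no array. If uneven signal shared by a whole row or place of the membrane were the cause, centring by place and row should at least halve the correlation, but over the named clones it went from 0.515 to 0.495. Local patches, which that centring cannot remove, were not tested. Before centring, the z ratios of spots 1 row apart had a correlation of 0.271 without and 0.288 with stimulation. If transcripts differ between the compartments, different clones of the same gene should share the difference, and their correlation was 0.119, which is above 0 but far below that of the same clone and leaves this explanation open. A difference in hybridization of single clones between amplified RNA of axons and of cell bodies was not tested.

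In stimulated cultures, 458 spots were higher and 546 lower in axons than in cell bodies. The split became 1301 and 720 with log2 ratios, 1285 and 264 with robust z-scores, 238 and 784 with loess, 378 and 779 with normexp, 128 and 363 with clones above the array mean, 264 and 199 at a threshold of 2, and 74 and 17 with the z-score difference left undivided.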
